# Divergent dysregulation of gene expression in murine models of fragile X syndrome and tuberous sclerosis

**DOI:** 10.1186/2040-2392-5-16

**Published:** 2014-02-24

**Authors:** Sek Won Kong, Mustafa Sahin, Christin D Collins, Mary H Wertz, Malcolm G Campbell, Jarrett D Leech, Dilja Krueger, Mark F Bear, Louis M Kunkel, Isaac S Kohane

**Keywords:** Fragile X syndrome, Tuberous sclerosis, Autism, Cerebellum, Blood, Gene expression, Murine model

## Abstract

**Background:**

Fragile X syndrome and tuberous sclerosis are genetic syndromes that both have a high rate of comorbidity with autism spectrum disorder (ASD). Several lines of evidence suggest that these two monogenic disorders may converge at a molecular level through the dysfunction of activity-dependent synaptic plasticity.

**Methods:**

To explore the characteristics of transcriptomic changes in these monogenic disorders, we profiled genome-wide gene expression levels in cerebellum and blood from murine models of fragile X syndrome and tuberous sclerosis.

**Results:**

Differentially expressed genes and enriched pathways were distinct for the two murine models examined, with the exception of immune response-related pathways. In the cerebellum of the *Fmr1* knockout (*Fmr1-*KO) model, the neuroactive ligand receptor interaction pathway and gene sets associated with synaptic plasticity such as long-term potentiation, gap junction, and axon guidance were the most significantly perturbed pathways. The phosphatidylinositol signaling pathway was significantly dysregulated in both cerebellum and blood of *Fmr1*-KO mice. In *Tsc2* heterozygous (+/−) mice, immune system-related pathways, genes encoding ribosomal proteins, and glycolipid metabolism pathways were significantly changed in both tissues.

**Conclusions:**

Our data suggest that distinct molecular pathways may be involved in ASD with known but different genetic causes and that blood gene expression profiles of *Fmr1-*KO and *Tsc2+/−* mice mirror some, but not all, of the perturbed molecular pathways in the brain.

## Background

Autism spectrum disorder (ASD) manifests significant heterogeneity in part because of the interaction of underlying genetic [1-3], neurobiological, and environmental factors [4,5] during early brain development. This heterogeneity presents one of the main obstacles to the development of effective treatments for ASD. The complex genetics of ASD suggest that it is a large set of related disorders with diverse mechanisms; however, many of the etiologies implicated in ASD may converge on a few common pathways. Further research on single gene disorders associated with ASD such as tuberous sclerosis complex (TSC) and fragile X syndrome (FXS) may lead to an understanding of common dysfunction at the cellular or circuit level for a majority of ASD. In a recent survey of over 14,000 individuals under age 35 with ASD in a Boston area hospital, Kohane and colleagues reported that the prevalence of genetic disorders of FXS and TSC in individuals with ASD were 0.5% and 0.8% [6]. Conversely, 30% and 50-61% of patients with FXS and TSC present ASD core symptoms, respectively [7,8]. If such shared pathophysiology exists, then treatments developed for a target in one disorder might be applicable to others. Mouse models for ASD serve an increasingly important role in providing a pre-clinical test of promising pharmacological therapeutics [9,10]. Inactivating mutation in *Tsc2* (*Tsc2*+/− mice) showed defects in axon guidance [11] and cognitive deficits such as impaired water maze performance [12], and mice with *Fmr1*-knockout (KO) presented impairments in long-term depression, hyperactivity, anxiety-like, and unusual social behaviors [13]. Therefore, determining the degree to which there are shared molecular mechanisms in these models will inform clinical trials, particularly those that address populations with genetically heterogeneous causes of ASD.

Although several cellular mechanisms may be implicated (reviewed in Fatemi et al. [14]), accumulating data support a role for the PI3K-mTOR signaling cascade in several genetic causes of ASD. Evidence for the PI3K-mTOR pathway first emerged from TSC [15,16] and mutations in the *PTEN* gene associated with ASD and macrocephaly [17-19]. Later, investigation of copy number variants (CNV) in autistic individuals identified that PI3K-mTOR pathway-related genes were located in CNV hotspots [20]. These findings have led to the hypothesis that overactivation of the mTOR pathway could lead to abnormal synaptic function owing to an excess of protein synthesis at the synapse [21]. Genetic evidence that directly implicates a translation initiating factor, EIF4E, which is a downstream target of mTOR, in ASD has provided further support for this hypothesis [22]. Interestingly, exposure to teratogens such as valproate *in utero* can lead to ASD in children [23], and valproate can also modulate this signaling pathway [24], suggesting that environmental factors associated with ASD can also play a role in PI3K-mTOR pathway regulation [25]. More recently, studies have found that PI3K-mTOR signaling is upregulated in mouse models of FXS, one of the most common genetic causes of ASD [26-28].

Together, the aforementioned findings suggest that an upregulated PI3K-mTOR signaling cascade might be a common mechanism in ASD and therefore would potentially be a promising drug target. Indeed, clinical trials using inhibitors of mTOR are already in progress in patients with TSC. We hypothesized that if the PI3K-mTOR signaling pathway is dysregulated in various causes of ASD, then these disorders should present with a similar gene expression profile signature. We chose to analyze TSC and FXS, two Mendelian disorders highly associated with ASD. Better understanding of similarities and differences of the cellular and molecular defects leading to abnormal neurological function in these two disorders is essential to the development of new therapies for ASD. Here, we used mouse models available for both genetic disorders to investigate the similarities and differences between gene expression profiles in the brain and blood cells.

## Methods

### Murine models of fragile X syndrome and tuberous sclerosis

To identify molecular signatures of each mouse model of ASD, we performed gene expression profiling on cerebellum and peripheral blood collected from two mouse models and compared to wild-type (WT) controls. We used cerebellum where the most consistent abnormalities were reported in the patients with ASD [14]. Post-mortem studies have shown a reduced number of Purkinje cells (PC), and several neuroimaging studies reported enlarged cerebella in ASD [29,30]. The cerebellum is also implicated in social interaction [31], and the loss of *Tsc1* from cerebellar PC was associated with autistic-like behaviors [32]. Additionally, we profiled whole blood from the same individual mouse to compare with the gene expression changes in cerebellum.

All male C57BL/6 congenic *Fmr1*-KO mice and *Tsc2+/−* mice with mixed 129/SvJae-C57BL/6 J background have been previously described [33,34]. 

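Xist, the RNA that coats the inactive X chromosome of females, had intensities of 17.3 to 62.6 in the blood arrays and 44.5 to 106 in the cerebellum arrays. Eif2s3y, a translation factor gene on the Y chromosome, had intensities of 226 to 875 in blood and 403 to 835 in cerebellum. Kdm5d, a Y-linked histone demethylase, ranged from 265 to 852 in blood and from 536 to 755 in cerebellum. Uty, a further Y-linked gene, ranged from 560 to 1450 in blood and from 337 to 584 in cerebellum. The median of olfactory receptor genes, which these tissues hardly express, was 49 to 71.9 in blood and 42.4 to 165 in cerebellum. The deposited labels give female for every mouse. In each tissue the lowest value of the 3 Y-linked genes lay above the highest olfactory median, while no value of Xist did. These values argue against the labels and go with the male sex that the paper states.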

We profiled *Tsc2+/−* mice since homozygous *Tsc2* KO was embryonic lethal. The mice were killed at 8–10 weeks of age following the institutional animal care and use committee (IACUC) euthanasia criteria (the Boston Children’s Hospital IACUC animal protocol no. 12-07-2227R). For the *Fmr1*-KO model, 5 KO and 5 WT mice were profiled, and for the *Tsc2+/−* model 3 transgenic and 3 WT mice were profiled. Paired blood and cerebellum samples were prepared for gene expression profiling.

### Genome-wide gene expression profiling using microarrays

A total of 250 ng RNA was processed using established Affymetrix protocols for the generation of biotin-labeled cRNA, and the hybridization, staining, and scanning of arrays were performed. Briefly, total RNA was converted to double-stranded cDNA using a T7 primer and biotin-labeled cRNA was then generated from the cDNA by in vitro transcription. The cRNA was quantified (using A260) and fragmented. Fragmented cRNA was hybridized to the Affymetrix Mouse Gene ST 1.0 array and scanned on an Affymetrix GeneChip scanner 3000 at 2.5 μm resolution [35]. Microarray data are available at the Gene Expression Omnibus database (GSE40630).

### Validation of gene expression changes using quantitative RT-PCR

Total RNA was extracted using TRIzol according to the manufacturer’s instruction. The RNA amount was measured using the Nanodrop (Thermo Scientific); 100 ng of total RNA was reversed transcribed using a cDNA reverse transcription kit with random primers (Applied Biosystems). SyBr Green PCR Master Mix (Applied Biosystems) was used to amplify and detect signals from cDNA with 1 mM gene-specific primers. Amplified signals were collected by the 7300HT Fast Real-Time System (Applied Biosystems) and normalized to *Gapdh*. Primer sequences used for this study were *Gapdh* forward 5′-tgtgtccgtcgtggatctga-3′ reverse 5′-cctgcttcaccaccttcttga-3′, *Fmr1* forward 5′-ggtcaaggaatgggtcgagg-3′, reverse 5′-agtcgtctctgtggtcagat-3′, *Tsc2* forward 5′-cagtgtcgaccagctgtctt-3′, reverse 5′-tcacgctgtctggtcttgtc-3′, *Eps811* forward 5′-cagctacaacacgagaagcg-3′, reverse 5′-ccgaaccttccaccatttgc-3′ and *Grin3a* forward 5′-ctgaaacctgggtgtgaggt-3′, and reverse 5′-aatgctgttcccacacaaca-3′.

### Microarray analysis

All microarrays were normalized together at the probe-level using a quantile method, and the Affymetrix Probe Logarithmic Intensity ERror (PLIER) model was used to calculate the absolute gene expression levels as previously described [35]. We fitted a linear model of the tissue (i.e., blood vs. cerebellum) and treatment (i.e., transgenic vs. WT) as predicting variables to each probe set. Two murine models were analyzed separately as different background strains were used. Differentially expressed genes in each murine model were compared to the differentially expressed genes between the wild types of two models. The false discovery rate (FDR) was calculated using Storey and Tibshirani’s method [36]. We did not use non-parametric tests such as the Wilcoxon rank sum test because of the granularity of the test statistics with a small number of samples per group.

We identified enriched pathways using the Gene Set Enrichment Analysis (GSEA) [37]. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways of size 15–500 were used for pathway analysis. Due to the relatively small number of samples in each group, we randomly sampled gene sets of equal size for each KEGG pathway to calculate the background distribution of enrichment scores. This procedure was done with 2,000 random drawings, thus the minimum permutation p-value was 0.0005. We used permutation *p*-value 0.05 as the significance threshold for GSEA, and corresponding FDRs were described. To identify the core set of genes that accounts for the gene set’s enrichment signal, we used leading edge analysis as described in Subramanian et al. [37] where a leading edge subset was defined as the subset of genes that gave the maximum enrichment score. These genes were the topmost correlated genes with phenotype in a gene set.

To compare differentially expressed genes with the list of known ASD candidate genes as curated in the SFARIgenes 2.0 database (http://gene.sfari.org/) [38], we mapped mouse genes to human homologs using the Mouse Genome Informatics (MGI) Web database (http://www.informatics.jax.org) and performed hypergeometric tests to check the significance of overlap.

## Results

### Distinct gene expression changes define Fmr1 and Tsc2 transgenic models

A total of 107 and 115 probe sets were significantly changed in *Fmr1*-KO and *Tsc2+/−* mice compared to corresponding WT littermates, respectively (uncorrected *p*-value < 0.01). 

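RNA from the blood and the cerebellum of 5 Fmr1-KO mice, which lack the RNA-binding protein FMRP, and of 5 WT mice was measured on Affymetrix Mouse Gene ST arrays, with 1 array for each mouse and tissue. The deposited values are linear intensities, which the authors made by quantile normalization of the probes over all arrays and then by the PLIER model, a fit that turns the probes of a probe set into 1 level. The median intensity of an array ranged from 134.2 to 153.1 in Fmr1-KO blood (median of the group 142.1), from 142.7 to 155.5 in WT blood (147.5), from 198.3 to 257.2 in Fmr1-KO cerebellum (202.3) and from 202.7 to 217.4 in WT cerebellum (206.3). The array at 257.2 was that of Fmr1-KO mouse 1, whose correlation with the rest of its group was 0.852, while the other 4 stood at 0.968 to 0.982. Intensities were put on the log2 scale with no offset, and limma fitted tissue and genotype to each of 35556 probe sets over the arrays of both tissues. That fit has no term for the mouse, so the 2 arrays of a mouse count as independent. A fit with the mouse as a random block let the genotype effect differ between tissues. It gave a correlation within a mouse of 0.005 here and 0.073 in the Tsc2 experiment. Such values over all probe sets can hide a higher one for a single gene. Of these probe sets, 21789 have 1 gene name in the platform's annotation, 1621 have several and 12146 have none. The number of arrays limits the precision, and 6.21% of all values lie under 16, where small differences in intensity become large on the log2 scale.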

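RNA from the blood and the cerebellum of 3 Tsc2+/- mice, which carry 1 working copy of the gene for tuberin, and of 3 WT mice was measured in the same way. Array medians ranged from 166.5 to 178.5 in Tsc2+/- blood (median of the group 166.8), from 152.1 to 185.6 in WT blood (159.5), from 180.9 to 196.8 in Tsc2+/- cerebellum (195.4) and from 187.9 to 207.2 in WT cerebellum (188.7). Correlations of an array with its group ranged from 0.908 to 0.955 in blood and from 0.971 to 0.981 in cerebellum. The deposited intensities of this experiment were fitted on their own, by the model used for the Fmr1 experiment. A comparison of 3 mice with 3 cannot give an exact p below 0.1, so single genes of this experiment are given with that limit.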

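Pi4k2b, a kinase that makes phosphatidylinositol 4-phosphate, was brighter in the Fmr1-KO mice in both tissues (log2 difference 0.45, standard error 0.14, limma adjusted p = 0.98). Its intensity in blood was 714 ± 95.5 (SD, n = 5) in Fmr1-KO mice and 509 ± 136 (SD, n = 5) in WT mice. Casp1, the protease that matures interleukin-1 beta, was brighter in the Tsc2+/- mice (0.69, standard error 0.19, limma adjusted p = 1), at 383 ± 67.6 (SD, n = 3) against 203 ± 41.4 (SD, n = 3) in blood. Npas4, a transcription factor that neurons switch on with activity, was dimmer in Tsc2+/- mice (-0.77, standard error 0.16, limma adjusted p = 1), with intensities of 101 to 154 in Tsc2+/- cerebellum (n = 3) against 226 to 298 in WT cerebellum (n = 3), a log2 difference there of -1.09 (exact permutation p = 0.1). At an unadjusted p under 0.01, limma listed 108 probe sets in the Fmr1-KO mice, 22 higher and 86 lower, and 155 in the Tsc2+/- mice, 78 higher and 77 lower. Chance alone would list 355.6 of the 35556 probe sets at that threshold. The methods' linear model without moderation listed 114 and 158. With arrays quantile normalized again within each tissue, the Fmr1-KO list held 64 higher and 70 lower probe sets, and with arrays centred on their median it held 45 and 72. The Fmr1-KO count was 171 without Fmr1-KO mouse 4. The Tsc2+/- count was 90 without Tsc2+/- mouse 2 and 318 without WT mouse 1 of that experiment. Of the listed probe sets, 51.9% in Fmr1-KO mice and 52.3% in Tsc2+/- mice have no gene name, against 34.2% of all, and 25 of the 108 had a value under 1 on some array.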

Not surprisingly, *Fmr1* was the most significantly downregulated gene in *Fmr1*-KO (*p*-value 8.85 × 10^-6^, corresponding FDR 0.29). 

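Fmr1, which encodes FMRP, fell in the Fmr1-KO mice by a log2 difference of -1.53 over both tissues (standard error 0.16, limma adjusted p = 0.00035). In blood its intensity was 221 ± 43 (SD, n = 5) in Fmr1-KO mice and 549 ± 130 (SD, n = 5) in WT mice, which is 2.48-fold lower. In cerebellum it was 261 ± 67.2 (SD, n = 5) against 858 ± 36.4 (SD, n = 5), which is 3.28-fold lower. The highest Fmr1-KO value was below the lowest WT value in each tissue (exact two-sided permutation test, p = 0.0079, the smallest that 5 mice against 5 allow). Fmr1 had the smallest p of the 35556 probe sets. Its adjusted p ranged from 6.9e-05 to 0.006 over the settings and left-out mice, apart from a fit with the mouse as a fixed term on linear values, where it was 0.31. In the Tsc2+/- mice the log2 difference of Fmr1 was -0.12 in blood and -0.01 in cerebellum.

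**Figure D1:**
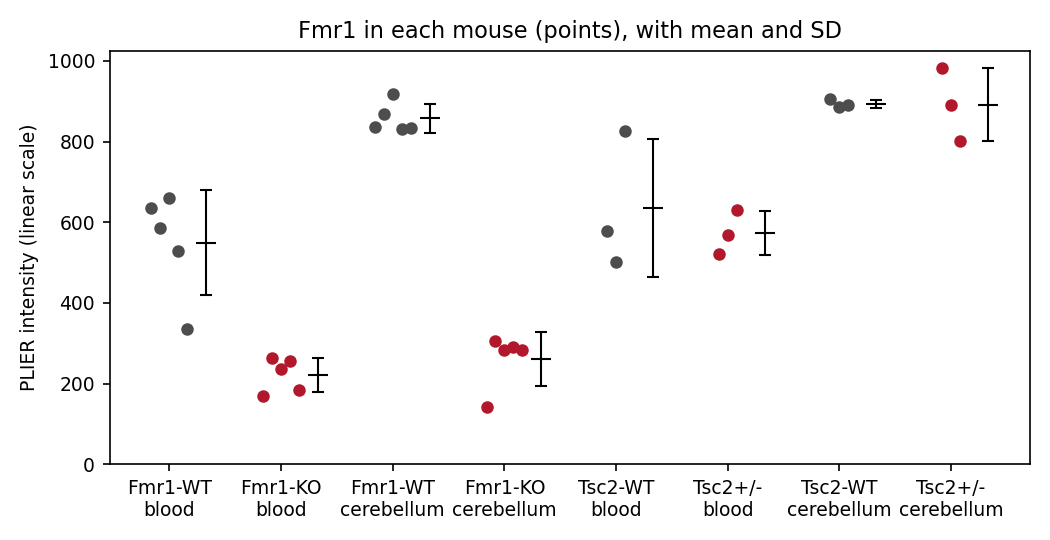
Intensity of Fmr1 on each array, by tissue and genotype, with points for single mice and bars for the mean and SD. The Fmr1-KO mice lie between 142 and 306 and the WT mice of the same experiment between 335 and 917.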

We used nominal *p*-values estimated from a linear model less than 0.01 to rank significant probe sets because multiple testing correction procedures did not make any gene significant. 

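Over both tissues Fmr1 was the 1 probe set that passed an adjusted p of 0.05 in the Fmr1-KO mice, and the methods' linear model without moderation and Storey's q also passed it alone. At p under 0.01 that linear model listed 26 of the 107 probe sets that the paper lists. A fit with the mouse as a fixed term on linear values, chosen after seeing the data, passed 0 probe sets. Its Storey q for Fmr1 was 0.29. With probe sets of a small mouse term p dropped, that fit listed all 107 of the paper. Tsc2 itself, the gene with a disrupted copy, did not pass in the Tsc2+/- mice, with a log2 difference of -0.19 in blood and -0.48 in cerebellum. The blood value was -0.35 without Tsc2+/- mouse 3, -0.09 without Tsc2+/- mouse 2 and -0.04 without WT mouse 3. In Tsc2+/- mouse 3 Tsc2 stood at 889.8 in blood, against 620.7 and 660.4 in the other 2 and 731 to 1008 in WT mice, and at 999.5 in cerebellum, against 713 and 753.6 in the other 2 and 1110 to 1176 in WT mice. Its cerebellum intensity was 822 ± 155 (SD, n = 3) against 1140 ± 34.8 (SD, n = 3) in WT mice (exact permutation p = 0.1). Over both tissues of the Tsc2+/- mice limma passed 0 probe sets, as did the methods' linear model and Storey's q. The smallest adjusted p from limma was 0.14, at a probe set with no gene name. Over other settings the count was 0 to 2 in the Tsc2+/- mice and 0 to 8 in the Fmr1-KO mice. The 8 came with all 32 arrays in 1 fit. The 2 came with that fit and also with an interaction averaged over the tissues. At an unadjusted p under 0.05, limma listed 971 probe sets in Fmr1-KO mice and 1016 in Tsc2+/- mice, where chance gives 1777.8. Within the tissues limma passed 3 probe sets in Fmr1-KO blood and 9 in Tsc2+/- cerebellum, none with a gene name, and 0 in the other 2 comparisons, where 592 and 760 had an unadjusted p under 0.05.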

The expression levels of 16 out of 107 significant probe sets (15.0%) in *Fmr1*-KO mice and 58 out of 115 significant probe sets (50.4%) in *Tsc2+/−* mice did not show a significant difference between blood and brain. 

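Skida1 and Defb26 were both listed in Fmr1-KO mice. Skida1, a nuclear protein of little known function, had an intensity of 14.9 ± 7.02 (SD, n = 5) in Fmr1-KO blood and 213 ± 36.1 (SD, n = 5) in Fmr1-KO cerebellum. Defb26, a beta-defensin gene, stood at 70.7 ± 12.2 (SD, n = 5) and 55.5 ± 18.4 (SD, n = 5). In the Tsc2+/- mice Gm136, a predicted gene, stood at 43.5 ± 4.71 (SD, n = 3) in blood and 41.6 ± 4.37 (SD, n = 3) in cerebellum. The tissue term of the same fit had a p of 0.01 or more for 29 of the 108 probe sets listed in Fmr1-KO mice (26.9%) and for 72 of the 155 listed in Tsc2+/- mice (46.5%). Among all probe sets the shares were 35.7% in the Fmr1 experiment, with 20 arrays, and 49.4% in the Tsc2 experiment, with 12 arrays. Without WT mouse 3 the Fmr1-KO share was 18.2%.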

We used an agglomerative hierarchical clustering with the significant probe sets for each model to explore the similarity of gene expression profiles in two genotypes and across tissue types. Samples were clearly separated by tissue type and then by genotype (Figure 1A and 1B). 

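Blood and cerebellum formed separate branches in both experiments. The first principal component of the listed probe sets took 67.9% of the variance in the Fmr1 experiment and 79.6% in the Tsc2 experiment, and the next took 13.8% and 11.6%. On the 108 probe sets listed in Fmr1-KO mice, Fmr1 among them, 0 of the 20 arrays fell in the branch of the other tissue. Within blood, 0 of the 10 arrays fell with the other genotype, and within cerebellum 4 did. On the 155 probe sets listed in Tsc2+/- mice, Eps8l1 and Npas4 among them, 0 of the 12 arrays were out of place by tissue, 2 by genotype in blood and 0 in cerebellum. On all probe sets, which were not chosen for a difference by genotype, the arrays out of place by genotype were 4 in each tissue of the Fmr1 experiment and 2 in each tissue of the Tsc2 experiment. Average linkage on 1 minus Pearson's correlation was used. With complete linkage or Ward's linkage, 5 arrays of the Fmr1 experiment were out of place by tissue. Leaving out 1 mouse at a time gave 2 to 7 arrays out of place in the Fmr1 experiment and 0 in the Tsc2 experiment, where Ward's linkage also gave 0.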

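Zc3h12b, a gene of a zinc finger ribonuclease family, had an intensity of 426 ± 18.8 (SD, n = 5) in Fmr1-KO cerebellum and 9.61 ± 4.79 (SD, n = 5) in Fmr1-KO blood. Nol4, a nucleolar protein gene active in neurons, stood at 420 ± 83.2 (SD, n = 5) and 24.2 ± 11.8 (SD, n = 5). Pi4k2b lay the other way, at 67.4 ± 11.7 (SD, n = 5) in cerebellum below its level in blood. Of the 108 probe sets listed in Fmr1-KO mice, 83 had a higher mean log2 value in cerebellum (76.9%), as did 69.5% of all probe sets of that experiment.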

Interestingly, 71% of significant probe sets in *Fmr1*-KO mice were highly expressed in cerebellum compared to blood (Figure 1A). For the *Tsc2+/−* model, the average expression levels of 63 out of 115 probe sets (57.5%) were higher in cerebellum (Figure 1B). 

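Paqr6, a membrane receptor for progesterone, had an intensity of 2130 ± 86.2 (SD, n = 3) in Tsc2+/- cerebellum and 36.5 ± 12.5 (SD, n = 3) in Tsc2+/- blood. Slc28a2, a nucleoside transporter, lay the other way, at 8.49 ± 0.82 (SD, n = 3) in cerebellum and 725 ± 124 (SD, n = 3) in blood. Of the 155 probe sets listed in Tsc2+/- mice, 84 had a higher mean log2 value in cerebellum (54.2%), as did 50.7% of all probe sets of that experiment. Without WT mouse 1 of the Tsc2 experiment the share was 35.5%.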

Differentially expressed genes with statistical scores are listed in Additional file 1: Table S1 (*Fmr1-*KO vs. WT) and Additional file 1: Table S2 (*Tsc2+/−* vs. WT).

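Ndp, a secreted ligand of the Wnt receptor Frizzled, and Tmem150c, a membrane protein gene, were among the named genes that were lowest in Fmr1-KO mice. Ndp had a log2 difference of -1.33 (standard error 0.46, limma adjusted p = 0.98), with 15.9 ± 18.1 (SD, n = 5) against 54.4 ± 20.5 (SD, n = 5) in blood (exact permutation p = 0.024). In cerebellum Ndp stood at 370 ± 76.5 (SD, n = 5) against 419 ± 51.5 (SD, n = 5) (exact permutation p = 0.27). Tmem150c had a log2 difference of -1.22 (standard error 0.42), and with 16 added before the log2 Ndp was at -0.72 and Tmem150c at -0.48. C130030K03Rik (-4.1) and Mir382 (-1.54) lay near the floor in blood, and with 16 added before the log2 they were at -0.24 and -0.34. The named genes that were highest in Fmr1-KO mice were Septin14 (0.6), H2-M5, a major histocompatibility gene (0.59), Tcl1b1 (0.46), Pi4k2b (0.45) and 4921511C20Rik (0.43). In the Tsc2+/- mice Abcc8, the sulfonylurea receptor of potassium channels, had a log2 difference of -0.76 (standard error 0.23, limma adjusted p = 1), with 34.9 ± 6.14 (SD, n = 3) against 87 ± 30.9 (SD, n = 3) in blood. Map9, which binds microtubules of the mitotic spindle, had -0.8 (standard error 0.23), and Trav12-2, a T cell receptor segment, -1.17 (standard error 0.3), and with 16 added they were at -0.4 and -0.55. Slc28a2 (0.9), Ppp4r3c-ps (0.73), Cyp2b13 (0.65) and Vmn1r15 (0.58) were higher in Tsc2+/- mice, and at 0.33, 0.45, 0.43 and 0.37 with 16 added. Ighm, the heavy chain of immunoglobulin M, had a log2 difference of 4.63, and of 0.42 with 16 added before the log2, since its WT cerebellum values lay under 1. Of the probe sets with 1 gene name and a known position in GRCm38, 4 of 49 listed in Fmr1-KO mice lay on the X chromosome, which carries Fmr1 (8.16% against 3.64% of all, Fisher's exact p = 0.1). In Tsc2+/- mice 2 of 67 lay on chromosome 17, which carries Tsc2 (2.99% against 4.71%, Fisher's exact p = 0.77). The 4 on the X chromosome include Fmr1 itself. A fit with the mouse as a fixed term on linear values, chosen after seeing the data, dropped probe sets of a small mouse term p. In its Fmr1-KO list 2 of 60 lay on the X chromosome (3.33% against 3.64%). In its Tsc2+/- list 1 of 61 lay on chromosome 17 (1.64% against 4.71%).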

**Figure 1:**
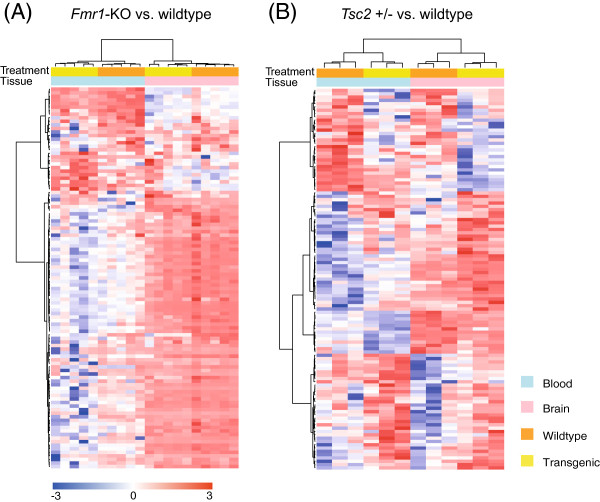
**Agglomerative hierarchical clustering of blood and brain samples. (A)** Hierarchical clustering of *Fmr1*-KO and wild-type samples. One hundred seven differentially expressed transcripts (nominal *p*-value < 0.01) are used for hierarchical clustering of transcripts (*rows* in the heatmap) and samples (*columns* in the heatmap). The gene expression levels are normalized across samples, and *red* (upregulated) and *blue* (downregulated) are color coded according to the *bottom color bar. Color keys* on the top of the heatmap denote tissue type and transgenic model. By far the most pronounced clustering is by tissue type. Within the blood samples, the two mice strains are clearly separated. **(B)** Hierarchical clustering of *Tsc2* +/− and wild-type samples. One hundred fifteen significant transcripts are used for cluster analysis. Two mice strains formed separate clusters in each tissue type. The tissue specificity is not significant for the differentially expressed transcripts in *Tsc2* +/− mice, whereas a majority of differentially expressed genes are highly expressed in cerebellum of *Fmr1*-KO mice (*lower right cluster* in the heatmap of Figure 1A).

We compared the gene expression profiles of WT mice since *Tsc2+/−* mice had 129/SvJae-C57BL/6 J backgrounds compared to C57BL/6 congenic backgrounds of *Fmr1*-KO mice. A total of 1,486 probes sets were differentially expressed between two WT strains. 

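Scp2, a carrier of sterols and lipids, was higher in the WT mice of the Tsc2 experiment than in the WT mice of the Fmr1 experiment (log2 difference 1.04, standard error 0.15, limma adjusted p = 0.019). Its intensity was 249 ± 16.9 (SD, n = 3) against 125 ± 36.9 (SD, n = 5) in blood and 509 ± 77.2 (SD, n = 3) against 250 ± 39.4 (SD, n = 5) in cerebellum. Rras2, a small GTPase (0.76, standard error 0.11, limma adjusted p = 0.021), Masp2, a protease that starts the lectin pathway of complement (0.93, standard error 0.15, limma adjusted p = 0.031), and AI506816 (1.49, standard error 0.24, limma adjusted p = 0.034) were also higher. Car1, the carbonic anhydrase of red blood cells, was lower (-0.98, standard error 0.15, limma adjusted p = 0.031), at 832 ± 13.1 (SD, n = 3) against 1650 ± 211 (SD, n = 5) in blood. Nr4a3, a nuclear receptor that cells switch on within minutes of stimulation, had a log2 difference of 1.77 (standard error 0.32, limma adjusted p = 0.091). It was 4.23-fold brighter in blood and 2.73-fold brighter in cerebellum (exact permutation p = 0.018 in each, the smallest that 5 mice against 3 allow). At an unadjusted p under 0.01, limma listed 2806 probe sets, 2109 higher and 697 lower in the WT mice of the Tsc2 experiment, which have a mixed 129/SvJae and C57BL/6J background. At an adjusted p under 0.05 it listed 17, and Storey's q 32. Over other settings that count ran from 0 to 3853, the highest with all 32 arrays in 1 fit. With arrays quantile normalized again within tissue the list held 1136 higher and 981 lower probe sets. Of the 17, 12 have no gene name, and 9 of these lay within 0.07 of each other on the log2 scale on every array. The arrays of the 2 experiments differ in strain and in experiment at once, so the 2 cannot be told apart. The count of 2806 was 4321 without WT mouse 1 of the Fmr1 experiment, 1698, 1787, 1494 and 1865 without WT mice 2, 3, 4 and 5, and 962 and 1095 without WT mice 2 and 3 of the Tsc2 experiment. The count of 17 was 0 without WT mouse 2 or 3 of either experiment.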

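Cog7, a subunit of the Golgi tethering complex, had a log2 difference of -0.33 (standard error 0.12, limma adjusted p = 0.98) in Fmr1-KO mice and of 0.48 (standard error 0.15) between the WT mice of the 2 experiments. In cerebellum it stood at 515 ± 63.9 (SD, n = 5) in Fmr1-KO mice and 620 ± 44.8 (SD, n = 5) in their WT mice (exact permutation p = 0.024). Cc2d1a, a repressor of transcription linked to intellectual disability, had -0.24 and 0.46, Smurf1, a ubiquitin ligase, -0.23 and 0.42, Sec31a, a coat protein of transport vesicles, -0.19 and 0.39, and AU040320 -0.24 and 0.36. All 5 were dimmer in Fmr1-KO mice than in the WT mice that enter both comparisons, and brighter in the WT mice of the Tsc2 experiment. The 7 probe sets in both lists were those of Fam118a, Itpr3, Sec16a, Tspan18, Serinc2, Arhgef17 and Atmin, with 3 going the same way. Independent lists would share 8.52 probe sets (Fisher's exact p = 0.72). The methods' linear model gave 15 shared against 9.05 (Fisher's exact p = 0.053), and the mouse as a fixed term on linear values with the probe sets of a small mouse term p dropped, chosen after seeing the data, 7 against 4.47 (Fisher's exact p = 0.22). At an unadjusted p under 0.05, 279 were shared, 65 of them in the same direction, where independent lists share 228 (Fisher's exact p = 0.00014). Unchanged groups simulated against the same WT mice shared 21.4 on average (13 to 38). With the WT mice split between the comparisons, 3 were shared on average (0 to 8), where independent lists share 2.2. The 7 became 11 without Fmr1-KO mouse 3, 24 without Fmr1-KO mouse 4 and 12 without WT mouse 1.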

Seven probe sets, representing five genes, *Cog7, Cc2d1a, Smurf1, Sec31a*, and *AU040320*, overlapped with the differentially expressed genes in *Fmr1*-KO vs. WT comparison. 

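Fhad1, which holds a forkhead-associated domain, had a log2 difference of 0.35 (standard error 0.1, limma adjusted p = 1) in Tsc2+/- mice and of -0.49 (standard error 0.09, limma adjusted p = 0.091) between the WT mice of the 2 experiments. Its blood intensity was 59.7 ± 7.12 (SD, n = 3) in Tsc2+/- mice, 43.1 ± 2.07 (SD, n = 3) in their WT mice and 62.7 ± 7.66 (SD, n = 5) in the WT mice of the Fmr1 experiment. Cts8, a placental cathepsin, had 0.41 and -0.63, and Piwil4, which guides piRNA silencing in the germ line, 0.31 and -0.34. Tmem101, a membrane protein gene, had -0.25 and 0.39. Mroh1, the current symbol of Heatr7a, was brighter in the first group of both comparisons (0.25 and 0.27). Pgam5, a mitochondrial phosphatase, had -0.16 and 0.49, and Fam181b, a neural gene of unknown function, -0.07 and 0.21. Ermard, the current symbol of 2210404J11Rik, had 0.19 and 0.22 at probe set 10441923 and 0.09 and -0.22 at probe set 10441954. No probe set is named Mucl1 in the platform's annotation. The main lists shared 15 probe sets, 2 of them in the same direction, where independent lists share 12.2 (Fisher's exact p = 0.37). With the methods' linear model they shared 23 against 12.5 (Fisher's exact p = 0.0045), and with the mouse as a fixed term on linear values and the probe sets of a small mouse term p dropped, a setting chosen after seeing the data, 13 against 4.81 (Fisher's exact p = 0.0011). At an unadjusted p under 0.05, 214 were shared, 21 of them in the same direction, against 239 (Fisher's exact p = 0.066). Unchanged groups simulated against the same WT mice shared 27.5 on average (16 to 39), and 3 WT mice are too few to split between the comparisons. The 15 became 7 without Tsc2+/- mouse 1 or 2 and 65 without WT mouse 1 of the Tsc2 experiment.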

For the differentially expressed genes in *Tsc2+/−* vs. WT comparison, 13 probe sets (representing 9 genes: *Fhad1, Pgam5, Cts8, Piwil4, Tmem101, Heatr7a, Mucl1, 2210404J11Rik*, and *Fam181b*) were significantly different between two WT mice strains.

Epidermal growth factor (EGF) receptor pathway substrate 8-like 1 *(Eps811)* (Affymetrix probe set ID: 10549655) was the only gene that was significant in both murine models. 

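Eps8l1, which links growth factor receptors to the actin skeleton, was listed at p under 0.01 in Tsc2+/- mice but not in Fmr1-KO mice, where its adjusted p from limma was 0.98 over both tissues. The 1 probe set in both limma lists was 10455454, which has no gene name, with a log2 difference of -1.01 in Fmr1-KO mice and 0.54 in Tsc2+/- mice. Independent lists of 108 and 155 probe sets would share 0.471 (Fisher's exact p = 0.38). At an unadjusted p under 0.05, 31 were shared, 15 of them in the same direction, where independent lists share 27.7 (Fisher's exact p = 0.49). Leaving out 1 mouse gave 0 to 2 shared probe sets.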

*Eps811* was upregulated in Tsc2+/− mice, but downregulated in *Fmr1-*KO mice. 

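Eps8l1 had a log2 difference of 1.03 (standard error 0.25, limma adjusted p = 1) in Tsc2+/- mice and of -0.32 (standard error 0.12) in Fmr1-KO mice, over both tissues. Tsc2+/- mice 1, 2 and 3 stood at 387.1, 271.2 and 181.9 in blood and at 230.8, 186.6 and 138.6 in cerebellum. Their WT mice stood at 104.1, 79.99 and 173.4 and at 98.71, 80.69 and 136.2. The order of the mice was thus the same in both tissues, and the standard error of 0.25, which takes the arrays as independent, may be too small. The level of Eps8l1 in the WT mice of the Fmr1 experiment ran slightly higher than in those of the Tsc2 experiment, with a log2 difference of -0.38 (standard error 0.16, limma adjusted p = 0.17) for the latter against the former. The values of the 3 Tsc2+/- mice lay above those of their 3 WT mice in each tissue, and 10% of random groupings of 3 against 3 do not overlap in one direction or the other.

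**Figure D2:**
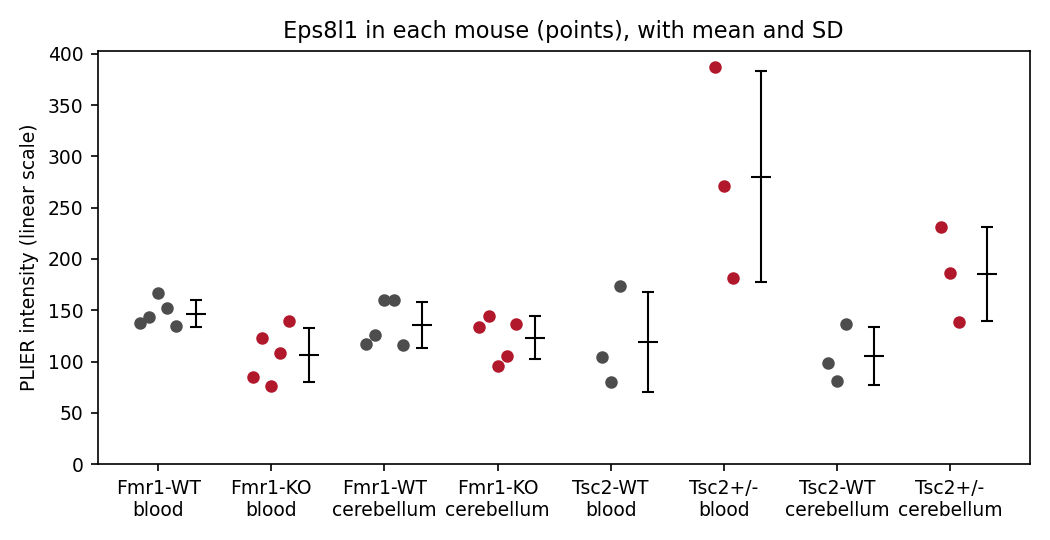
Intensity of Eps8l1 on each array, by tissue, model and genotype, with points for single mice and bars for the mean and SD. Tsc2+/- mice lie at 182 to 387 in blood and 139 to 231 in cerebellum, above their WT mice at 80 to 173 and 80.7 to 136.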

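In blood the intensity of Eps8l1 was 280 ± 103 (SD, n = 3) in Tsc2+/- mice and 119 ± 48.5 (SD, n = 3) in WT mice, 2.35-fold higher (exact permutation p = 0.1, the smallest that 3 against 3 allow). In cerebellum it was 185 ± 46.1 (SD, n = 3) against 105 ± 28.3 (SD, n = 3), 1.76-fold higher (exact permutation p = 0.1). In Fmr1-KO blood it was 106 ± 26.4 (SD, n = 5) against 147 ± 13.1 (SD, n = 5) in WT blood, a log2 difference of -0.5 (standard error 0.17, exact permutation p = 0.024).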

Post hoc two-group comparison of the transgenic model to WT for each tissue showed that *Eps811* was upregulated in blood (Welch’s *t*-test *p*-value 0.07) and brain (Welch’s *t*-test *p*-value 0.06) of Tsc2+/− mice, while it was downregulated in blood (Welch’s *t*-test *p*-value 0.015) of *Fmr1-*KO mice. 

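Fmr1-KO cerebellum had an Eps8l1 intensity of 123 ± 21.1 (SD, n = 5), and WT cerebellum one of 136 ± 22.2 (SD, n = 5), a difference smaller than the SD of either group (log2 difference -0.14, standard error 0.16, exact permutation p = 0.38).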

Downregulation of *Eps811* in brain of *Fmr1-*KO was not significant (Welch’s *t*-test *p*-value 0.38). The homolog of *Eps811* in human, *EPS8L1* is a member of EPS8-related proteins that play an important role in actin remodeling in response to EGF [39], and *EPS8* is one of the reported targets of FMRP [40]. Interestingly, Stamatakou and colleagues reported that Eps8 loss of function impaired the structural and functional plasticity of synapses induced by long-term potentiation in primary rat hippocampal neurons [41]. Phenotypically, *Eps8-*KO mice have impaired learning and memory, and excessive synaptic growth and abnormal spine morphology were observed in the hippocampus [42]. In human samples, the average expression of *EPS8* in fusiform gyri was significantly lower among the patients with ASD compared to controls [42]. Although *Eps8* itself was not significantly changed in our study, *EPS8* family genes are interesting candidates for further investigation. Thus, we performed qRT-PCR of *Eps8* in brain samples of two murine models.

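Eps8, which caps and bundles actin filaments, had an intensity of 1270 ± 114 (SD, n = 5) in Fmr1-KO cerebellum and 1340 ± 265 (SD, n = 5) in WT cerebellum (log2 difference -0.07, standard error 0.14, exact permutation p = 0.73). WT mouse 1, at 1813, lay far above the other WT mice, at 1175 to 1266, and without it the log2 difference was 0.04. In Tsc2+/- cerebellum it was 1290 ± 13.2 (SD, n = 3) against 1410 ± 150 (SD, n = 3) (log2 difference -0.12, exact permutation p = 0.4). In blood the log2 differences were -0.11 in Fmr1-KO mice (exact permutation p = 0.53) and 0.5 in Tsc2+/- mice (exact permutation p = 0.6). Over both tissues limma gave adjusted p of 0.98 and 1.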

Of the differentially expressed genes, several were also found in the expert curated database of autism candidate genes. Of these, *Chd7, Fmr1*, and *Tmlhe* were differentially expressed in *Fmr1*-KO mice, and *Oxtr* and *Taf1c* were significantly changed in *Tsc2+/−* mice. 

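Chd7, a chromatin remodeller altered in CHARGE syndrome, is measured by 30 probe sets with 1 gene name, whose values are not independent. All 30 were lower in Fmr1-KO mice over both tissues, 2 at an unadjusted p under 0.05 and 1 under 0.01, and they were lower in each tissue. In Tsc2+/- mice 30 were higher and 0 lower in blood and 3 higher and 27 lower in cerebellum, 0 at an unadjusted p under 0.05. The probe set 10503186 had a log2 difference of -0.32 in Fmr1-KO mice over both tissues (standard error 0.11), of -0.46 in blood (exact permutation p = 0.024) and with an exact permutation p of 0.24 in cerebellum. The probe set 10503214 had a log2 difference of -0.85 in blood (standard error 0.2, exact permutation p = 0.0079). Taf1c, a subunit of the RNA polymerase I initiation factor, had a log2 difference of -0.18 in Tsc2+/- mice (standard error 0.08, limma adjusted p = 1), with 404 ± 22.3 (SD, n = 3) against 461 ± 23.4 (SD, n = 3) in blood and 293 ± 23.2 (SD, n = 3) against 327 ± 19.1 (SD, n = 3) in cerebellum. Oxtr, the receptor of oxytocin, had 0.23 (standard error 0.12, limma adjusted p = 1), with 95 ± 9.92 (SD, n = 3) against 85.1 ± 15.1 (SD, n = 3) in blood and 132 ± 7.96 (SD, n = 3) against 108 ± 18.8 (SD, n = 3) in cerebellum. No probe set is named Tmlhe in the platform's annotation.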

The differentially expressed genes were not significantly enriched for known ASD candidate genes in human (hypergeometric test *p*-value 0.48 for *Fmr1-*KO and 0.70 for *Tsc2+/−*).

### Validation of differentially expressed genes using quantitative RT-PCR

Quantitative RT-PCR for individual genes was used to further confirm the results of the expression profiling in the brain samples used for the initial analysis. As expected, *Fmr1* gene expression was significantly decreased in *Fmr1*-KO mice as compared to controls (average 5.24-fold downregulated, Welch’s *t*-test *p*-value 0.025), while *Fmr1* was unchanged in *Tsc2*+/− mice (Welch’s *t*-test *p*-value 0.70). *Tsc2* gene expression showed a trend of decreased expression in both *Tsc2*+/− and *Fmr1*-KO mice as compared to WT mice that did not reach significance (average fold change 1.12 and 1.31 downregulation, Welch’s *t*-test *p*-value 0.55 and 0.27, respectively). We previously found a significant reduction of Tsc2 protein in cortical neurons of *Tsc2+/−* mice [11]; however, *Tsc2* mRNA expression was not significantly downregulated. Further, our results confirm that *Eps8l1* exhibited a three-fold increase in *Tsc2*+/− animals as compared to WT mice (average 3.15-fold upregulation, Welch’s *t*-test *p*-value 0.06). However, *Eps8l1* expression shows a decreased trend—an average 1.26 fold downregulation—in *Fmr1*-KO compared to WT similar to that observed in the expression profiling but not significantly changed (Welch’s *t*-test *p*-value 0.74).

We observed significant downregulation of subtype 3a of the N-methyl-D-aspartate receptor gene (*Grin3a*) in the blood of *Fmr1*-KO mice (uncorrected *p*-value 0.0098). 

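Grin3a, a subunit of the N-methyl-D-aspartate receptor, was close to the floor in blood, at 2.11 ± 3.11 (SD, n = 5) in Fmr1-KO mice and 19.3 ± 11 (SD, n = 5) in WT mice. The Fmr1-KO values ran from 0.00333 to 7.19 and the WT values from 6.32 to 36.4, a log2 difference of -5.86 (standard error 1.85, limma adjusted p = 0.96, exact permutation p = 0.016). With 16 added before the log2 the difference was -0.92. In blood 8.35% of all values lie under 16.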

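In cerebellum Grin3a had an intensity of 404 ± 25.3 (SD, n = 5) in Fmr1-KO mice and 418 ± 69.8 (SD, n = 5) in WT mice on the arrays (log2 difference -0.04, exact permutation p = 0.74). Without WT mouse 1 the log2 difference was 0.05.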

*Grin3a* was not significant in brain with microarray data; however, a quantitative RT-PCR analysis of the same samples showed a significant downregulation of this gene in *Fmr1*-KO brain (5.69-fold downregulated, Welch’s *t*-test *p*-value 0.046).

### Enriched biological pathways in blood and brain of the two mouse models

We explored whether similar sets of biological pathways were perturbed in both models using GSEA [37] as there was only one overlapping gene—*Eps8l1*—between the two lists of differentially expressed genes in *Fmr1*-KO and *Tsc2+/−* mice. 

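Across 21789 probe sets with 1 gene name, the log2 differences of Fmr1-KO and Tsc2+/- mice had a Pearson correlation of -0.03 in blood (Spearman -0.083) and 0.237 in cerebellum (Spearman 0.303), and genes are not independent replicates. Other splits of the mice gave correlations up to 0.126 in blood and 0.614 in cerebellum, as high as the real one in 17 of 100 splits for cerebellum. The cerebellum value was 0.139 without Fmr1-KO mouse 1, 0.121 without Tsc2+/- mouse 2, and 0.147 and 0.132 without WT mice 2 and 3 of the Tsc2 experiment. Within a model, blood and cerebellum had correlations of 0.017 in Fmr1-KO mice and -0.019 in Tsc2+/- mice. The Kyoto Encyclopedia gene sets were not at hand, so 53 gene lists were written from textbook knowledge after the paper's pathway tables had been read, 33 of them for pathways. Each of 19938 genes was taken at its brightest probe set and ranked by the signal-to-noise ratio, and fgsea scored lists of 15 to 500 measured genes against 2000 random gene sets. A normalized enrichment score (NES) above 0 means that a list's genes lean toward higher intensity in the mutant mice. Random gene sets treat genes as independent, so each list is also given the adjusted p of limma's camera with the correlation between genes estimated from the arrays. By that test 0 of the 53 lists passed in each of the 4 comparisons. With a preset correlation camera passed 4 in Fmr1-KO blood, 28 in Fmr1-KO cerebellum, 13 in Tsc2+/- blood and 16 in Tsc2+/- cerebellum, and fgsea 7, 27, 12 and 16.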

The genes that contributed to making a pathway significant were identified using leading edge analysis. First, all genes were ranked by a per-gene signal-to-noise ratio that was defined as mean difference divided by the sum of standard deviation of each group. Then a running sum was calculated for each gene set. Beginning with the top-ranked gene, the running sum increased when a gene in a gene set was found and decreased otherwise. The enrichment score (ES) was defined to be the largest value of the running sum, and the genes that maximized ES were defined as the leading edge subset.

Two pathways related to cytokine and complement-mediated signaling, cytokine-cytokine receptor interaction (HSA04060, FDR < 0.0005) and complement and coagulation cascades (HSA04610, FDR < 0.0005), were the most significantly enriched pathways in *Fmr1*-KO brain (Table 1). 

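The lists for cytokines and their receptors and for complement and coagulation leaned upward in Fmr1-KO cerebellum. Ccl3, a chemokine of macrophages, had an intensity of 70.5 ± 24.8 (SD, n = 5) in Fmr1-KO mice and 41.7 ± 13.1 (SD, n = 5) in WT mice (log2 difference 0.75, exact permutation p = 0.024). Tgfbr2, a receptor of transforming growth factor beta, had a log2 difference of 0.21. C1qc, a chain of the first complement component, which microglia make in brain, stood at 490 ± 65.6 (SD, n = 5) against 425 ± 28.9 (SD, n = 5) (log2 difference 0.2, exact permutation p = 0.095). Of 216 genes for cytokines and their receptors, 157 were higher and 59 lower, and 3 higher and 1 lower had an unadjusted p under 0.05 from limma (NES 2.05, fgsea adjusted p = 0.0052, adjusted p = 0.67 with an estimated correlation). Of 63 genes for complement and coagulation, 53 were higher and 10 lower, and 0 had an unadjusted p under 0.05 (NES 1.96, fgsea adjusted p = 0.0052, adjusted p = 0.63 with an estimated correlation). No gene of either list passed when adjusted over the list alone. Both scores rest on the cerebellum array of Fmr1-KO mouse 1, which stood apart from the other 4 (correlation 0.852 against 0.968 to 0.982). Without that mouse the NES was 1.09 for the cytokine list (fgsea adjusted p = 0.53) and 1.22 for the complement list (fgsea adjusted p = 0.37). In this cerebellum 1164 of 1196 olfactory and vomeronasal receptor genes, a class of low signal, were also higher (median log2 difference 0.335). T cell markers also leaned upward there (16 higher and 4 lower of 20, NES 1.97, adjusted p = 0.63 with an estimated correlation), at 1.37 without that mouse (fgsea adjusted p = 0.32). Without it, 4 of the 27 lists that passed in Fmr1-KO cerebellum still passed in the same direction. From its pathway calls the paper states that cytokine and complement signaling are altered in both models through different genes.

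**Figure D3:**
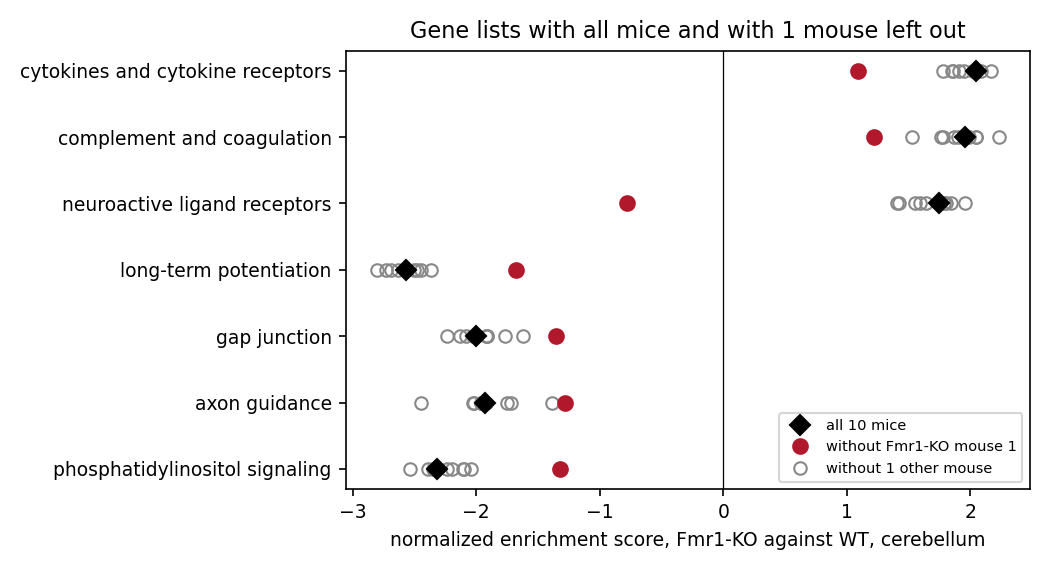
Normalized enrichment score of 7 gene lists in cerebellum, Fmr1-KO against WT. Black diamonds are the scores with all 10 mice, red points those without Fmr1-KO mouse 1 and open points those without 1 of the other mice. The red point lies nearest 0 for cytokines, complement, long-term potentiation, gap junction, axon guidance and phosphatidylinositol signaling, and on the other side of 0 for neuroactive ligand receptors.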

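Galr1, a receptor of the neuropeptide galanin, had an intensity of 95.3 ± 7.22 (SD, n = 5) in Fmr1-KO cerebellum and 74.2 ± 5.15 (SD, n = 5) in WT cerebellum (log2 difference 0.36, exact permutation p = 0.0079). Cysltr2, a receptor of leukotrienes, stood at 49 ± 17.4 (SD, n = 5) against 28.7 ± 6.28 (SD, n = 5) (0.73, exact permutation p = 0.016). Adcy8, the calcium-stimulated adenylyl cyclase, was dimmer, at 3260 ± 473 (SD, n = 5) against 4470 ± 492 (SD, n = 5) (-0.46, exact permutation p = 0.0079). Epha8, an ephrin receptor, stood at 273 ± 20.7 (SD, n = 5) against 321 ± 18.9 (SD, n = 5), and Nfatc2, a calcium-dependent transcription factor, at 191 ± 11.1 (SD, n = 5) against 235 ± 37 (SD, n = 5) (exact permutation p = 0.0079 each). The 207 genes for neuroactive ligand receptors had 139 higher and 68 lower, 4 of the higher at an unadjusted p under 0.05 (NES 1.75, fgsea adjusted p = 0.0052, adjusted p = 0.73 with an estimated correlation). The 52 genes for long-term potentiation, the lasting strengthening of synapses, had 6 higher and 46 lower, 3 of the lower at that p (NES -2.57, fgsea adjusted p = 0.0052). Gap junction, with 71 genes, had 25 higher and 46 lower, 1 and 3 at that p (NES -2). Axon guidance, with 112 genes, had 33 higher and 79 lower, 0 and 2 at that p (NES -1.93). For these 3 lists camera gave an adjusted p = 0.63 with an estimated correlation, and no gene of the 4 lists passed when adjusted over the list alone. Without the cerebellum array of Fmr1-KO mouse 1, which stood apart from the other 4 (correlation 0.852 against 0.968 to 0.982), the NES was -0.78 for neuroactive receptors (fgsea adjusted p = 0.99), -1.35 for gap junction (0.2) and -1.28 for axon guidance (0.23), while long-term potentiation still passed at -1.68 (0.043). Axon guidance also lost its call without WT mouse 1 (NES -1.39, fgsea adjusted p = 0.054). The cerebellum array of WT mouse 1 also stood apart from its group (correlation 0.915 against 0.984 to 0.985). Of 1196 olfactory and vomeronasal receptor genes, a class of low signal, 1164 were higher in the same tissue (median log2 difference 0.335). Markers of cerebellar granule cells (3 higher and 17 lower of 20, NES -2.18) and Purkinje cells (7 and 15 of 22, NES -1.8) also leaned downward and those of choroid plexus and meninges upward (20 and 0 of 20, NES 1.92), each with an adjusted p = 0.63 with an estimated correlation. Without Fmr1-KO mouse 1 their NES was -1.76, -1.17 (fgsea adjusted p = 0.53) and 2.53.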

Neuroactive ligand receptor interaction (HSA04080, FDR < 0.0005), long-term potentiation (HSA04720, FDR 0.0023), gap junction (HSA04540, FDR 0.0429), and axon guidance (HSA04360, FDR 0.048) were also enriched in *Fmr1*-KO brain. 

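Inpp5d, a phosphatase that removes a phosphate from phosphatidylinositol trisphosphate in blood cells, had an intensity of 1540 ± 171 (SD, n = 5) in Fmr1-KO blood and 1810 ± 119 (SD, n = 5) in WT blood (log2 difference -0.25, exact permutation p = 0.0079). Itpkb, an inositol trisphosphate kinase of lymphocytes, stood at 1590 ± 192 (SD, n = 5) against 1900 ± 138 (SD, n = 5) (-0.27, exact permutation p = 0.016). Dgkz, which turns diacylglycerol into phosphatidic acid, had a log2 difference of -0.32 in blood. Of 67 genes for phosphatidylinositol signaling, 13 were higher and 54 lower in Fmr1-KO blood, 1 and 3 of them at an unadjusted p under 0.05 (NES -1.76, fgsea adjusted p = 0.0081, adjusted p = 0.95 with an estimated correlation). In Fmr1-KO cerebellum 18 were higher and 49 lower, 0 and 3 at that p (NES -2.32, fgsea adjusted p = 0.0052, adjusted p = 0.63 with an estimated correlation). No gene passed in either tissue when adjusted over the list alone. The call in blood was lost without WT mouse 1 (NES -1.51, fgsea adjusted p = 0.14). It was also lost when genes were ranked by log2 difference, where no list passed in Fmr1-KO blood. Over settings other than a left-out mouse, the NES in blood ran from -2.8 to -1.11. The call in cerebellum was lost without the cerebellum array of Fmr1-KO mouse 1 (NES -1.32, fgsea adjusted p = 0.23). That array stood apart from the other 4 (correlation 0.852 against 0.968 to 0.982). In the same blood all 20 T cell markers were lower (NES -2.27, fgsea adjusted p = 0.0081, adjusted p = 0.95 with an estimated correlation), as were 13 of 14 natural killer cell markers. All 14 platelet markers were also lower, while erythroid markers leaned upward. In the same cerebellum granule cell markers leaned downward (NES -2.18, adjusted p = 0.63 with an estimated correlation, and -1.76 without that mouse).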

Among the signaling pathways, the PI3K signaling pathway (HSA04070) was changed in both brain (FDR 0.042) and blood (FDR 0.05) of *Fmr1*-KO mice. 

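Of the 67 genes for phosphatidylinositol signaling, 41 were in the leading edge in Fmr1-KO blood and 31 in that of Fmr1-KO cerebellum. The 2 edges shared 15 genes, Itpr3, Plcb4, Prkca, Dgkh, Inpp4b and Inpp5a among them, where chance gives 19 (Fisher's exact p = 0.078). No shared gene had an unadjusted p under 0.05 in both tissues.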

Eight genes were in the leading edges of the two tissues (see Methods). These were *Dgkb, Dgkg, Dgkh, Inpp4b, Inpp5a, Itpr3, Plcb4,* and *Prkca*. 

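Itpr3, a calcium release channel opened by inositol trisphosphate, had an intensity of 288 ± 26.2 (SD, n = 5) in Fmr1-KO cerebellum and 384 ± 19.3 (SD, n = 5) in WT cerebellum (log2 difference -0.42, exact permutation p = 0.0079). Plcb4, the phospholipase C of Purkinje cells and other cerebellar neurons, stood at 2300 ± 189 (SD, n = 5) against 2980 ± 374 (SD, n = 5) (-0.37, exact permutation p = 0.0079). In blood the log2 difference was -0.2 for Itpr3 (exact permutation p = 0.19) and -0.54 for Plcb4 (exact permutation p = 0.33). Prkca, a protein kinase C, had -0.28 in blood (exact permutation p = 0.063) and -0.31 in cerebellum (exact permutation p = 0.13). Dgkh, a diacylglycerol kinase, had -0.33 and -0.24, Inpp4b, a phosphatase of phosphatidylinositol bisphosphate, -0.18 and -0.28, and Inpp5a, which ends the inositol trisphosphate signal, -0.17 and -0.13. Dgkb and Dgkg were not in the list written here.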

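Gad2, which makes the transmitter GABA from glutamate, had an intensity of 1120 ± 70.3 (SD, n = 5) in Fmr1-KO cerebellum and 1320 ± 335 (SD, n = 5) in WT cerebellum (log2 difference -0.21, exact permutation p = 0.12). Gmps, which uses glutamine to make guanine nucleotides, had a log2 difference of -0.22. Of 28 genes for glutamate metabolism, 8 were higher and 20 lower, and 0 had an unadjusted p under 0.05 from limma or passed when adjusted over the list alone (NES -1.71, fgsea adjusted p = 0.018, adjusted p = 0.63 with an estimated correlation). Without the cerebellum array of Fmr1-KO mouse 1, which stood apart from the other 4 (correlation 0.852 against 0.968 to 0.982), the NES was -0.63 (fgsea adjusted p = 0.99). The call was also lost without WT mouse 1 (-1.16, fgsea adjusted p = 0.35) and WT mouse 5 (-1.46, fgsea adjusted p = 0.081). Of these 2, WT mouse 1 had a cerebellum array apart from its group (correlation 0.915 against 0.984 to 0.985). Markers of granule cells leaned the same way (NES -2.18, adjusted p = 0.63 with an estimated correlation, and -1.76 without Fmr1-KO mouse 1).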

Glutamate metabolism (HSA00251) was also enriched in *Fmr1*-KO brain (FDR 0.043).

**Table 1:** **Enriched pathways in blood and brain of *Fmr1 *** **knockout mice**

**KEGG categories**	**Name**	**SIZE**	**NES**	**NOM p-val**	**FDR q-val**
***Brain***					
Nervous system	HSA04080 Neuroactive ligand receptor interaction	223	2.34	< 0.0005	0.0000
	HSA04720 Long-term potentiation	62	−2.15	< 0.0005	0.0023
	HSA04540 Gap junction	77	−1.75	< 0.0005	0.0429
	HSA04360 Axon guidance	125	−1.81	< 0.0005	0.0480
Immune system	HSA04060 Cytokine-cytokine receptor interaction	212	2.72	< 0.0005	< 0.0005
	HSA04610 Complement and coagulation cascades	47	2.32	< 0.0005	< 0.0005
	HSA04650 Natural killer cell mediated cytotoxicity	95	1.70	0.0015	0.0379
	HSA04612 Antigen processing and representation	42	1.67	0.0049	0.0397
	HSA04640 Hematopoietic cell lineage	66	2.09	< 0.0005	0.0004
Signaling pathways	HSA01430 Cell communication	118	2.14	< 0.0005	0.0004
	HSA04630 Jak-STAT signaling pathway	137	2.07	< 0.0005	0.0005
	HSA04070 Phosphatidylinositol signaling system	65	1.77	0.0029	0.0420
	HSA04910 Insulin signaling pathway	126	1.80	< 0.0005	0.0455
Metabolism	HSA00150 Androgen and estrogen metabolism	33	1.84	0.0043	0.0118
	HSA00590 Arachidonic acid metabolism	39	1.81	0.0017	0.0147
	HSA00361 γ-hexachlorocyclohexane degradation	17	1.69	0.0118	0.0370
	HSA00020 Citrate cycle	25	1.93	0.0023	0.0375
	HSA00592 α-linolenic acid metabolism	15	1.70	0.0127	0.0392
	HSA00251 Glutamate metabolism	30	1.87	0.0038	0.0430
Folding, sorting, and degradation	HSA04120 Ubiquitin mediated proteolysis	36	1.78	0.0039	0.0453
	HSA04130 Snare interactions in vesicular transport	29	1.84	< 0.0005	0.0450
***Blood***					
Signaling pathways	HSA04070 Phosphatidylinositol signaling system	65	1.78	< 0.0005	0.0500

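In Tsc2+/- cerebellum, genes for ribosomal proteins, oxidative phosphorylation and hematopoietic cell lineage leaned upward, and genes for MAPK, Toll-like receptor and B cell receptor signaling and for the PI3K-mTOR cascade, which tuberin restrains, leaned downward. No list passed there with an estimated correlation (smallest adjusted p = 0.37 by camera). The lean of oxidative phosphorylation turned without 2 of the 6 mice, with a lowest NES of -0.83. MAPK signaling had 58 higher and 139 lower of 197 genes (NES -1.97, fgsea adjusted p = 0.0093), and the PI3K-mTOR cascade 10 higher and 38 lower of 48 (NES -1.91, fgsea adjusted p = 0.0093), each with an adjusted p = 0.93 with an estimated correlation. In Tsc2+/- blood, genes for lysosomal glycan degradation, 25 higher and 3 lower of 28, and sphingolipid metabolism, 31 higher and 9 lower of 40, leaned upward (NES 1.84 each, fgsea adjusted p = 0.018 and 0.017, adjusted p = 0.88 with an estimated correlation). Genes for the cell cycle leaned downward in blood, with 34 higher and 84 lower of 118 (NES -2.07, fgsea adjusted p = 0.031, adjusted p = 0.88 with an estimated correlation), but their NES was 0.81 without WT mouse 3. In the same blood, markers of erythroid cells (1 higher and 19 lower of 20, NES -2.25) and T cells (2 and 18 of 20, NES -2.73) leaned downward and those of monocytes and macrophages upward (15 and 1 of 16, NES 1.86), each with an adjusted p = 0.88 with an estimated correlation, and none passed without WT mouse 3 (NES -2.92, -2.57 and 1.1). Of the 33 pathway lists, 14 passed in Tsc2+/- cerebellum and 9 in Tsc2+/- blood. Adjusted over the list alone, 1 MAPK gene was lower and no gene of the other 4 lists passed. Leaving out 1 mouse kept 0 to 12 of the 12 lists that passed in blood, with 0 kept without WT mouse 3 of the Tsc2 experiment, and kept 8 to 13 of the 16 in cerebellum. Of 697 Reactome sets, 89 passed in blood and 93 in cerebellum with fgsea, 107 and 47 with camera at a preset correlation, and 0 in both with an estimated correlation and with fry. With 1 mouse left out, 0 passed in blood without Tsc2+/- mouse 1 or 3 or WT mouse 3, 44 without Tsc2+/- mouse 2 and 209 without WT mouse 1. In cerebellum 0 passed without Tsc2+/- mouse 1 or 2 or WT mouse 2, and 142 without WT mouse 1.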

Eight pathways were significantly enriched in *Tsc2+/−* brain, while 11 pathways were enriched in *Tsc2+/−* blood (Table 2). 

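Cd3d, a chain of the T cell receptor complex, had an intensity of 48.9 ± 1.77 (SD, n = 3) in Tsc2+/- cerebellum and 20.5 ± 6.64 (SD, n = 3) in WT cerebellum (log2 difference 1.3, exact permutation p = 0.1). Pirb, an inhibitory receptor of myeloid and B cells, stood at 5610 ± 2060 (SD, n = 3) in Tsc2+/- blood against 2920 ± 179 (SD, n = 3) in WT blood (0.88, exact permutation p = 0.1). In cerebellum the lists for complement and coagulation (39 higher and 24 lower of 63, NES 1.8, fgsea adjusted p = 0.017) and for antigen processing and presentation (28 higher and 20 lower of 48, NES 1.76, fgsea adjusted p = 0.026) also leaned upward. Both had an adjusted p = 0.93 with an estimated correlation and no gene that passed when adjusted over the list alone. Olfactory and vomeronasal receptor genes, a class of low signal, also leaned upward there, with 741 higher and 455 lower of 1196. The lists for Toll-like receptor and B cell receptor signaling, which leaned upward in blood, leaned downward in cerebellum (NES -1.69 and -1.83, fgsea adjusted p = 0.017 and 0.0093). These 2 also had an adjusted p = 0.93 with an estimated correlation, and 1 gene of each was lower when adjusted over the list alone. Whether the lean differed between the tissues was not tested.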

Pathways associated with the immune system were significantly enriched in both blood and brain. 

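Rplp2, a protein of the large ribosomal subunit, had an intensity of 518 ± 84.9 (SD, n = 3) in Tsc2+/- cerebellum and 358 ± 78.8 (SD, n = 3) in WT cerebellum (log2 difference 0.55, exact permutation p = 0.1). Rpl24 had a log2 difference of 0.48. Ndufv3, a subunit of complex I of the respiratory chain, stood at 1320 ± 122 (SD, n = 3) against 1090 ± 101 (SD, n = 3) (0.27, exact permutation p = 0.1), and Ndufa11, of the same complex, had 0.55. In Tsc2+/- blood Rps19, of the small subunit, stood at 765 ± 36 (SD, n = 3) against 600 ± 28.9 (SD, n = 3) (0.35, exact permutation p = 0.1). Of 56 genes for ribosomal proteins, 47 were higher and 9 lower in cerebellum, 1 of the higher at an unadjusted p under 0.05 (NES 2.57, fgsea adjusted p = 0.017, adjusted p = 0.93 with an estimated correlation). Blood had the same counts (NES 1.58, fgsea adjusted p = 0.043, adjusted p = 0.88 with an estimated correlation). Of 90 genes for oxidative phosphorylation, 76 were higher and 14 lower in cerebellum, 0 at that p (NES 2, fgsea adjusted p = 0.017, adjusted p = 0.93 with an estimated correlation). No gene of these lists passed when adjusted over the list alone. In cerebellum the ribosomal NES was 1.29 without Tsc2+/- mouse 3 (fgsea adjusted p = 0.16) and 1.24 without WT mouse 1 (0.27), and that of oxidative phosphorylation -0.83 and -0.56. In blood the ribosomal NES was 1.32, 0.9, 1.13 and -0.96 without Tsc2+/- mice 1 and 2 and WT mice 1 and 3, none past the threshold.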

Ribosome (HSA03010, FDR < 0.0005), cytokine-cytokine receptor interaction (HSA04060, FDR < 0.0005), and oxidative phosphorylation (HSA00190, FDR < 0.0005) were the most significant pathways in the brain, and the ribosome pathway was also significantly deregulated in *Tsc2+/−* blood (FDR 0.0468). In the *Tsc2+/−* brain, cytokine-cytokine receptor interaction (FDR < 0.0005) and hematopoietic cell linage (HSA04640, FDR 0.0389) were significant, while the Toll-like receptor signaling pathway (HSA04620, FDR 0.0016) and B-cell receptor signaling pathway (HSA04662, FDR 0.0072) were significant in *Tsc2+/−* blood. 

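Ccr6, a chemokine receptor of B cells and T cells, and Il5ra, the interleukin-5 receptor, had log2 differences of 0.46 and 0.35 in Tsc2+/- cerebellum, and Cd4, the coreceptor of helper T cells, 0.4. In Tsc2+/- blood Irf5, a transcription factor downstream of Toll-like receptors, had an intensity of 1640 ± 255 (SD, n = 3) against 1050 ± 159 (SD, n = 3) in WT blood (0.64, exact permutation p = 0.1). Tlr8, a receptor of single-stranded RNA, stood at 294 ± 109 (SD, n = 3) against 166 ± 29.2 (SD, n = 3) (0.79, exact permutation p = 0.1). Btk, the kinase downstream of the B cell receptor, stood at 786 ± 45.4 (SD, n = 3) against 551 ± 117 (SD, n = 3) (0.53, exact permutation p = 0.1). In cerebellum the cytokine list had 133 higher and 83 lower, 6 and 3 at an unadjusted p under 0.05 (NES 1.75, fgsea adjusted p = 0.028, adjusted p = 0.93 with an estimated correlation). The 70 genes for hematopoietic cell lineage had 44 higher and 26 lower, 4 and 1 at that p (NES 1.86, fgsea adjusted p = 0.017, adjusted p = 0.42 with an estimated correlation). Of 1196 olfactory and vomeronasal receptor genes, a class of low signal, 741 were higher and 455 lower in this cerebellum (median log2 difference 0.071). Whether the 2 lists leaned further than this class was not tested. In blood the 77 genes for Toll-like receptor signaling had 50 higher and 27 lower (NES 1.72, fgsea adjusted p = 0.017) and the 57 for B cell receptor signaling 42 and 15 (NES 1.58, fgsea adjusted p = 0.043), 3 of the higher in each at that p. Both had an adjusted p = 0.88 with an estimated correlation, and no gene of the 4 lists passed when adjusted over the list alone. In cerebellum the Reactome set nearest in name to the cytokine list had an NES of -0.84 and did not pass (fgsea adjusted p = 0.95). The Reactome sets for chemokine receptors (NES 1.96, fgsea adjusted p = 0.041) and interferon gamma signaling (1.63, 0.049) passed upward and that for cytokines induced through TRAF6 downward (-2.06, 0.013), and camera with an estimated correlation passed no Reactome set there. The cytokine list lost its call without 4 of the 6 mice, with an NES of 1.2 without WT mouse 2, and the hematopoietic list without 3, with an NES of 1.51 without Tsc2+/- mouse 3. The Toll-like list lost it without Tsc2+/- mouse 3 (0.78), WT mouse 1 (1.45) and WT mouse 3 (1.09), and the B cell receptor list without 5 of the 6 mice (down to 1.14). In the same blood, markers of monocytes and macrophages leaned upward (15 higher and 1 lower of 16, NES 1.86) and those of T cells (2 and 18 of 20, NES -2.73) and erythroid cells (1 and 19 of 20, NES -2.25) downward, each with an adjusted p = 0.88 with an estimated correlation, and none passed without WT mouse 3 (NES 1.1, -2.57 and -2.92). For T cells and erythroid cells the number of random gene sets limits how small p can be, so their lost calls cannot show whether these leans rest on that mouse. T cell markers leaned upward in Tsc2+/- cerebellum (13 and 7 of 20, NES 1.78, adjusted p = 0.83 with an estimated correlation).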

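Rras2 and Masp2, which were higher in the WT mice of the Tsc2 experiment than in those of the Fmr1 experiment, are members of pathway lists that passed in these models, MAPK signaling and complement and coagulation. The 32 pathway lists that passed in at least 1 comparison cover 1847 genes, of which 172 had an unadjusted p under 0.01 between the WT mice (9.31%, against 10.2% of all genes) and 2 an adjusted p under 0.05 from limma. Of the 1145 genes in leading edges of these lists, 116 had an unadjusted p under 0.01 between the WT mice. By comparison, 43 of 320 members in Fmr1-KO blood (13.4%), 132 of 1315 in Fmr1-KO cerebellum (10%), 47 of 443 in Tsc2+/- blood (10.6%) and 98 of 1012 in Tsc2+/- cerebellum (9.68%) had such a p. In the leading edges the genes were 32 of 184, 64 of 601, 18 of 210 and 47 of 451 in that order.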

None of the differentially expressed genes between two WT strains was a member of significant pathways that we identified above.

**Table 2:** **Enriched pathways in blood and brain of *Tsc2+/− *** **mice**

**KEGG categories**	**Name**	**SIZE**	**NES**	**NOM p-val**	**FDR q-val**
***Brain***					
Immune system	HSA04060 Cytokine-cytokine receptor interaction	212	2.37	< 0.0005	< 0.0005
	HSA04640 Hematopoietic cell lineage	66	1.75	< 0.0005	0.0389
Signaling pathways	HSA04010 MAPK signaling pathway	241	−1.92	< 0.0005	0.0431
	HSA01430 Cell communication	118	2.15	< 0.0005	0.0007
Translation	HSA03010 Ribosome	66	3.21	< 0.0005	< 0.0005
Metabolism	HSA00563 Glycosylphosphatidylinositol anchor biosynthesis	21	−1.85	0.0017	0.0444
	HSA00190 Oxidative phosphorylation	110	2.75	< 0.0005	< 0.0005
	HSA00980 Metabolism of xenobiotics by cytochrome P450	35	1.77	< 0.0005	0.0379
***Blood***					
Nervous system	HSA05010 Alzheimer’s disease	26	1.92	< 0.0005	0.0034
Immune system	HSA04620 Toll-like receptor signaling pathway	94	2.00	< 0.0005	0.0016
	HSA04662 B cell receptor signaling pathway	60	1.85	< 0.0005	0.0072
Cell growth and death	HSA04110 Cell cycle	107	−2.31	< 0.0005	0.0005
	HSA04210 Apoptosis	73	1.78	0.0006	0.0181
Translation	HSA03010 Ribosome	66	1.68	0.0026	0.0468
Metabolism	HSA01032 Glycan structures degradation	29	2.16	< 0.0005	0.0000
	HSA00530 Aminosugars metabolism	29	1.95	0.0007	0.0035
	HSA00531 Glycosaminoglycan degradation	17	1.92	< 0.0005	0.0043
	HSA00511 Other glycan degradation	15	1.88	0.0007	0.0047
	HSA00600 Sphingolipid metabolism	31	1.69	0.0064	0.0473

### Common signature of *Fmr1* and *Tsc2* transgenic models

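Il7r, the interleukin-7 receptor of lymphocytes, lies in the lists for cytokines and for hematopoietic cell lineage and was brighter in the cerebellum of both models. Col1a2, a chain of type I collagen, which lies in the list for cell communication, had an intensity of 579 ± 38.3 (SD, n = 5) in Fmr1-KO cerebellum and 496 ± 59.8 (SD, n = 5) in WT cerebellum (log2 difference 0.23, exact permutation p = 0.0079). Krt86, a hair keratin of that list, had a log2 difference of 0.62 in Tsc2+/- cerebellum. The hematopoietic list had 50 higher and 20 lower of 70 genes in Fmr1-KO cerebellum, 1 of the higher at an unadjusted p under 0.05 (NES 1.75, fgsea adjusted p = 0.0052, adjusted p = 0.63 with an estimated correlation). Cell communication had 87 higher and 25 lower of 112 in Fmr1-KO cerebellum, 0 at that p (NES 1.73, fgsea adjusted p = 0.0052, adjusted p = 0.69 with an estimated correlation), and 75 and 37 in Tsc2+/- cerebellum, 1 and 1 at that p (NES 1.95, fgsea adjusted p = 0.019, adjusted p = 0.93 with an estimated correlation). No gene of these lists passed when adjusted over the list alone. In Fmr1-KO cerebellum both lost their call without the cerebellum array of Fmr1-KO mouse 1, which stood apart from the other 4 (correlation 0.852 against 0.968 to 0.982) (NES 1.08 and 1.07), the hematopoietic list also without WT mouse 2 (1.41, fgsea adjusted p = 0.077) and cell communication also without WT mouse 1 (1.09, fgsea adjusted p = 0.39). WT mouse 1 of the Fmr1 experiment also had a cerebellum array apart from its group (correlation 0.915 against 0.984 to 0.985). In Tsc2+/- cerebellum cell communication lost its call without 4 of the 6 mice, with an NES of -0.66 without WT mouse 2. The Reactome set nearest in name to cell communication had an NES of -1.45 in Fmr1-KO and -1.23 in Tsc2+/- cerebellum and did not pass (fgsea adjusted p = 0.059 and 0.29). Sets for collagen passed upward, collagen formation in Fmr1-KO (NES 1.73, fgsea adjusted p = 0.0087) and assembly of collagen fibrils in Tsc2+/- cerebellum (1.76, 0.039), and that for cell junction organization downward in Fmr1-KO cerebellum (-1.8, 0.017). Camera with an estimated correlation passed no Reactome set in either. Olfactory and vomeronasal receptor genes, a class of low signal, were higher for 1164 of 1196 in Fmr1-KO cerebellum. In Tsc2+/- cerebellum 741 of them were higher and 455 lower. Markers of choroid plexus and meninges were higher for 20 of 20 in Fmr1-KO cerebellum (NES 1.92, adjusted p = 0.63 with an estimated correlation, and 2.53 without Fmr1-KO mouse 1). In the Tsc2 experiment Ttr, a choroid plexus gene, stood at 148.1 in the cerebellum of WT mouse 2 and 391.4 in that of Tsc2+/- mouse 1. The other cerebella of that experiment had 5634 to 12340. Whether such a difference moved the list for cell communication was not tested. The paper holds that the divergence of the 2 models leaves room for shared effects downstream, and names the overlap in cytokine signaling as one.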

Cytokine-cytokine receptor interaction pathway, hematopoietic cell linage, and cell communication were enriched in brain gene expression profiles of both *Fmr1*-KO and *Tsc2+/−* mice (Figure 2). We performed leading edge analysis to find core genes that made a pathway significant, although each gene was not necessarily differentially expressed. For the cytokine-cytokine receptor pathway (N = 212), 105 and 106 genes were the core genes in *Tsc2+/−* and *Fmr1*-KO brain data sets. 

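Of the 216 genes for cytokines and their receptors, 78 were in the leading edge in Tsc2+/- cerebellum and 96 in that of Fmr1-KO cerebellum. Il7r, Ccr6 and Ccl3 lie in this list. The 2 edges shared 46 genes, where chance gives 34.7 (Fisher's exact p = 0.0017), and genes are not independent of each other. The Fmr1-KO edge rests in part on the cerebellum array of Fmr1-KO mouse 1, which stood apart from the other 4 (correlation 0.852 against 0.968 to 0.982).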

*Il7r* was the only gene that showed marginal significances in both data sets (post-hoc Welch’s *t*-test *p*-values 0.011 and 0.013 in *Tsc2+/−* and *Fmr1*-KO brain profiles, respectively). 

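Il7r, which T and B cells need to develop, had an intensity of 23.3 ± 7.45 (SD, n = 5) in Fmr1-KO cerebellum and 11.7 ± 2.54 (SD, n = 5) in WT cerebellum (log2 difference 0.96, standard error 0.25, exact permutation p = 0.016). In Tsc2+/- cerebellum it was 19.2 ± 1.06 (SD, n = 3) against 11.1 ± 3.14 (SD, n = 3) (0.83, standard error 0.21, exact permutation p = 0.1). With 16 added before the log2 the differences were 0.49 and 0.39, since these intensities lie near the floor. The 2 highest Fmr1-KO values, 31.54 and 29.73, were those of mice 1 and 5, on whose arrays olfactory receptor genes had medians of 165 and 85.4 against 53.7 to 57.2 on the other 3, and the log2 difference was 0.84 without mouse 1 and 0.86 without mouse 5. In that cerebellum 1164 of 1196 olfactory and vomeronasal receptor genes were higher. Il7r was the 1 gene of the shared edge with an unadjusted p under 0.05 from limma in both models.

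**Figure D4:**
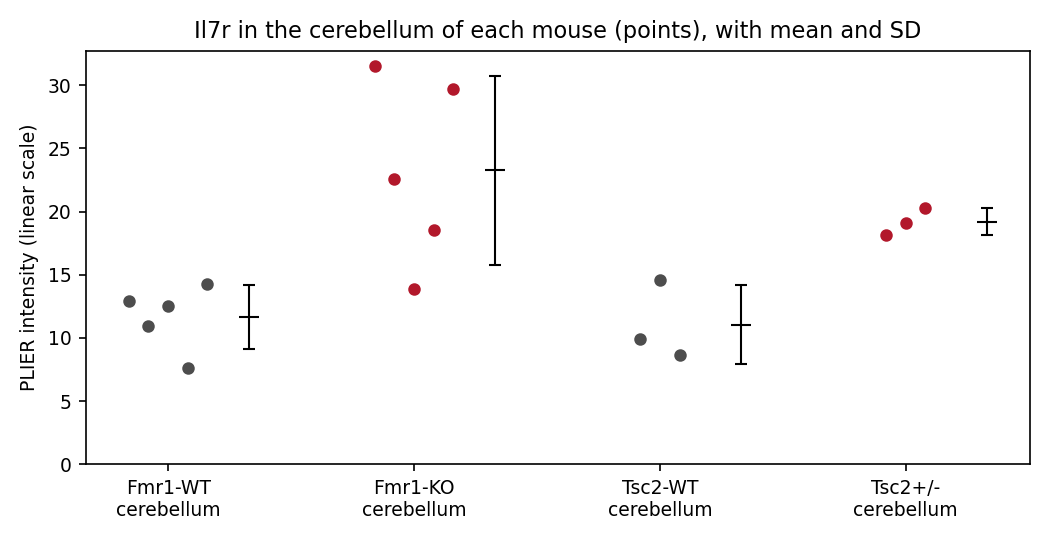
Intensity of Il7r on each cerebellum array, by model and genotype, with points for single mice and bars for the mean and SD. Fmr1-KO mice lie at 13.8 to 31.5 and their WT mice at 7.62 to 14.3, and Tsc2+/- mice at 18.2 to 20.3 and theirs at 8.63 to 14.6.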

The same gene was also the only common significant gene for the hematopoietic cell lineage pathway. 

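For the hematopoietic cell lineage, 27 of 70 genes were in the leading edge in Fmr1-KO cerebellum and 25 in Tsc2+/- cerebellum. They shared 12 genes, where chance gives 9.64 (Fisher's exact p = 0.31), and Il7r was the 1 with an unadjusted p under 0.05 in both.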

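Collagen, connexin and keratin genes make up much of the list for cell communication. Itgb4, the integrin of hemidesmosomes, had a log2 difference of 0.22 in Fmr1-KO cerebellum. Of 112 genes, 36 were in the leading edge in Fmr1-KO cerebellum and 53 in Tsc2+/- cerebellum. They shared 23, where chance gives 17 (Fisher's exact p = 0.025), and 0 of the 23 had an unadjusted p under 0.05 from limma in both models.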

Thirty-two genes were in common between the leading edges of cell communication for *Fmr1*-KO and *Tsc2+/−* brain; however, no genes were significantly differentially expressed. Interestingly, *Tsc2* gene expression was downregulated in *Fmr1*-KO blood (post-hoc Welch’s *t*-test *p*-value 0.0045).

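Tsc2, which encodes tuberin, a brake on the mTOR kinase, had an intensity of 570 ± 39.1 (SD, n = 5) in Fmr1-KO blood and 662 ± 35.3 (SD, n = 5) in WT blood. The values ran from 534 to 634 and from 613 to 693 (log2 difference -0.22, standard error 0.08, limma adjusted p = 0.96, exact permutation p = 0.016). In Fmr1-KO cerebellum Tsc2 stood at 1010 ± 106 (SD, n = 5) against 1030 ± 250 (SD, n = 5) in WT cerebellum (exact permutation p = 0.99). WT mouse 1, at 1453 there, lay far above the other WT mice, at 829.3 to 1046. Fmr1-KO mouse 1, at 1195, lay above the other Fmr1-KO mice, at 919.9 to 991.6. With arrays quantile normalized again within tissue the log2 difference in blood was -0.14.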

**Figure 2:**
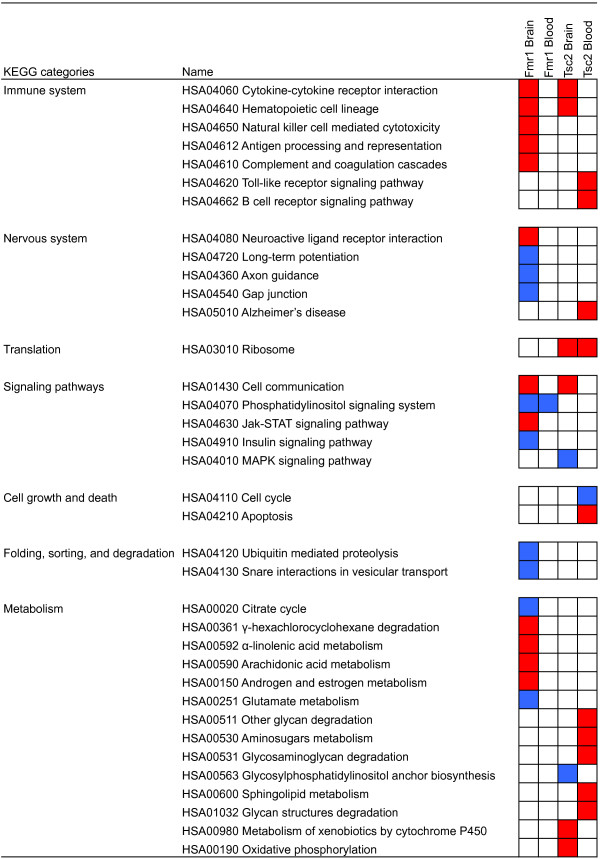
**Enriched pathways in *Fmr1*-KO and *Tsc2+/− *models of ASD, found using the Gene Set Enrichment Analysis (GSEA).***Red* (upregulated) and *blue* (downregulated) squares in the matrix represent enriched pathways for each data set (false discovery rate ≤ 0.05). Two immune system pathways (cytokine-cytokine receptor signaling pathway and hematopoietic cell lineage) and one signaling pathway (cell communication) were significant in the brain gene expression profiles of both mice models.

## Discussion

We hypothesized that *Fmr1*-KO and *Tsc2+/−* mice would have similar gene expression profiles. In contrast, our findings indicate that different gene expression signatures define these two monogenic mouse models of ASD. Global expression profiles of the two models examined were distinct, such that only one gene—*Eps8l1*—was in common. This is a particularly surprising result since translational dysregulation as well as aberrant synaptic protein synthesis associated with both disorders has been proposed as one possible pathway leading to autistic phenotypes, including cognitive impairment [21]. Our data indicate that FXS and TSC may have very distinct brain and blood cellular phenotypes despite the fact that both syndromes result in similar behavioral and cognitive symptoms.

Nonetheless, we did find that the cytokine and complement signaling pathways are differentially regulated in both mouse models although the specific genes affected within these pathways were different. The immune system has been implicated in ASD in multiple ways, but the exact mechanism of the interaction between the immune system and genetic disorders that result in an increased risk of autism has not been well studied. Modulation of the immune system may not be completely unexpected since the TSC-mTORC1 pathway regulates inflammatory responses after bacterial stimulation in monocytes, macrophages, and primary dendritic cells [43], and this pathway contributes to cytokine upregulation in response to endotoxins [44]. However, this is of particular interest in light of a recent study that showed that immune activation during gestation can markedly worsen the neurological phenotype of *Tsc2+/−* mouse pups [45]. Similarly, preliminary observations indicate that plasma protein levels of a number of cytokines differ between individuals with and without FXS. Furthermore, differences in cytokine and other immune-signaling genes were observed between the FXS group with autism and the FXS group without autism [46]. On the other hand, Yuskaitis and colleagues investigated the peripheral immune system of *Fmr1*-KO mice, but did not find any differences in either the T-cell population at basal and stimulated status or the proinflammatory cytokines TNFα and IFNγ at basal and stimulated status [47]. How the loss of FMRP leads to changes in the immune system, however, remains unclear.

Accumulating evidence over the last few years indicates that the TSC and FMRP pathways interact. However, precisely how these pathways interact remains an open question. On the one hand, FMRP can be phosphorylated by S6K, an enzyme downstream of TSC [48]. On the other hand, mTOR, the kinase inhibited by the TSC2 protein, has increased activity in *Fmr1*-KO neurons [26], and FMRP-deficient cells display increased activity of PI3K, an enzyme upstream of TSC proteins [27]. Recently Auerbach et al. reported that the synaptic dysfunction in the CA1 region of the hippocampus of *Tsc2+/−* mice was opposite to that of *Fmr1*-KO mice [49]. In fact, manipulating the mGluR receptors with positive allosteric modulators was sufficient to rescue this defect in *Tsc2+/−*, while inhibiting the mGluR receptors was necessary in the case of *Fmr1*-KO mice. Finally, a genetic cross of the *Tsc2+/−* and *Fmr1*-KO mice was similar to WT in CA1 synaptic physiology and contextual learning. These results argue that loss of Tsc2 and Fmr1 have some opposite cellular phenotypes, which can be rescued in a double knockout. However, the mechanisms by which Tsc2 and Fmr1 result in opposite synaptic phenotypes is not yet clear. In post-hoc analysis, we found that *Tsc2* gene expression was downregulated in *Fmr1*-KO blood (Welch’s *t*-test *p*-value 0.0045). Thus, in the *Tsc2+/− Fmr1*-KO mice, the Tsc2 expression level may be closer to WT and may contribute to the rescue of the synaptic physiology. This finding points to another level of interaction between the FMRP and Tsc2 functions in the cell. Future studies are required to understand whether *Fmr1* loss leads to changes in Tsc2 mRNA via transcriptional or post-transcriptional regulation.

Similarities between the proposed roles of TSC1/2 and FMRP proteins in regulation of protein synthesis have led to the popular hypothesis that hyperactive mTOR signaling is pathogenic in both FXS and TSC. Our results indicate the gene expression dysregulation differs markedly in the two conditions. This is consistent with the previously reported changes in neuronal morphology in each of these models. Neurons deficient in *Tsc1* or *Tsc2* display lower dendritic spine density in contrast to *Fmr1*-KO neurons [50], which have increased spine density [51]. At the biochemical level there are also some important differences. In *TSC1/2*-null cells, mTORC1-dependent negative feedback mechanisms exist to dampen the activation of upstream components of the network such that Akt activation is decreased [52]. However, in *Fmr1*-KO neurons, Akt activity is enhanced [27]. While mTORC1 may be activated because of loss of either Tsc1/2 or FMRP, the neuronal phenotype and gene expression profiles may be altered by changes in the activation of other signaling pathways. Such differences have implications for targeted treatment options of the two distinct genetic conditions.

The mouse models we have explored have been developed as models of ASD with known divergent genetic etiologies. The overall divergence in gene expression dysregulation in these two models does not rule out shared downstream effects, and indeed we observed an overlapping dysregulation of the cytokine signaling pathway. Nonetheless, it does suggest that a multiplicity of therapeutics will have to be developed for the varied mechanisms contributing to the increasingly fine-grained distinctions between the etiologies of ASD.

We could identify similar sets of biological pathways enriched in both tissues. In the *Fmr1-*KO mice, the PI3K signaling pathway was dysregulated in both blood and brain, while the ribosome pathway was dysregulated in both tissues of *Tsc2 +/−.* With the two mouse models, we also could identify biological pathways that were positively correlated with genetic background in both tissues. Previous studies demonstrated that peripheral blood expression signatures could be used to classify the clinical conditions of brain disorders [35,53]. Likewise, our results suggest that peripheral blood signatures could be used to identify genotypes as well as some transcriptional changes present in brain.

The current study is limited by the different background strains of *Fmr1*-KO and *Tsc2+/−* mice and by the small sample size. The differentially expressed genes between two WT background strains overlapped with the significant genes in each murine model – 5 for *Fmr1*-KO and 9 for *Tsc2+/−*. Although 1,486 probe sets were significantly differentially expressed between WT mice of two different backgrounds, none of these genes was a member of the significant pathways that characterized *Fmr1*-KO and *Tsc2+/−* mice in blood and brain. Due to the small sample size, we did not have enough statistical power for microarray experiments to detect and compare relatively low-expressed genes. Further study using the same background strain and increasing the sample size will be essential to confirm our findings, and using a more sensitive quantification method such as RNA-seq will improve sensitivity for low abundance transcripts. For the *Fmr1*-KO model, we did not include female mice heterozygous for *Fmr1* in this experiment. Heterozygous *Fmr1* female mice should exhibit genetic mosaicism due to random X-inactivation of one X chromosome during development. For this reason, most previous studies characterized male *Fmr1* KO models. Qin and colleagues performed an interesting comparison of male *Fmr1*-KO and homozygous and heterozygous KO in female mice [54]. They reported that only the homozygous mice had a deficit on the passive avoidance test, whereas both homozygous and heterozygous female mice exhibited hyperactivity and increased susceptibility to seizures. A follow-up experiment with both sexes and different dosages of *Fmr1* in female mice with a larger sample size would be ideal since a gender effect on global gene expression profiles should be considered when both sexes are included in the experiment.

## Conclusions

Contrary to our initial hypothesis that *Fmr1*-KO and *Tsc2+/−* mice would share a transcriptional signature, we found that the two mouse models presented distinct sets of differentially expressed genes. In retrospect, this is not surprising as multiple lines of evidence suggest that FXS and TSC are actually driven by opposite molecular phenotypes [49]. Despite these gene-level differences, however, we observed that cytokine signaling, cell communication, and hematopoietic cell lineage genes were differentially expressed in both mouse strains. Second, our results show that blood expression signatures mirror many aspects of the brain transcriptome. Specifically, several pathways were dysregulated in both the brain and blood of the two mouse models studied here. This confirmation is important for the future use of blood tissue to study neurodevelopmental disorders.

## Availability of supporting data

The data set supporting the results of this article is available in the Gene Expression Omnibus repository with the accession identifier GSE40630 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE40630).

## Abbreviations

Akt: v-Akt murine thymoma viral oncogene; ASD: Autism spectrum disorder; CA1: Cornu ammonis 1; Chd7: Chromodomain-helicase-DNA-binding protein 7; Dgkb: Diacylglycerol kinase beta; Dgkg: Diacylglycerol kinase gamma; Dgkh: Diacylglycerol kinase eta; EGF: Epidermal growth factor; EIF4E: Eukaryotic translation initiation factor 4E; EPS8: Epidermal growth factor receptor pathway substrate 8; EPS8L1: Epidermal growth factor receptor pathway substrate 8 like 1; FDR: False discovery rate; Fmr1: Fragile X mental retardation 1; FMRP: Fragile X mental retardation protein; FXS: Fragile X syndrome; Grin3a: N-methyl-D-aspartate receptor subtype 3a; GSEA: Gene set enrichment analysis; Inpp4b: Inositol polyphosphate-4-phosphatase, type II; Inpp5a: Type I inositol-1,4,5-trisphosphate 5-phosphatase; Itpr3: Inositol 1,4,5-trisphosphate receptor, type 3; KEGG: Kyoto encyclopedia of genes and genomes; KO: Knockout; mGluR: Metabotropic glutamate receptor; mTOR: Mammalian target of rapamycin; mTORC1: Mammalian target of rapamycin complex 1; Oxtr: Oxytocin receptor; PI3K: Phosphatidylinositide 3-kinases; Plcb4: 1-Phosphatidylinositol-4,5-bisphosphate phosphodiesterase beta-4; PLIER: Probe logarithmic Intensity error model; Prkca: Protein kinase C, alpha; PTEN: Phosphatase and tensin homolog; RNA-seq: mRNA sequencing; Taf1c: TATA box-binding protein-associated factor RNA polymerase I subunit C; Tmlhe: Trimethyllysine dioxygenase; TSC: Tuberous sclerosis complex; Tsc1: Tuberous sclerosis protein 1; Tsc2: Tuberous sclerosis protein 2; WT: Wild type.

## Competing interests

MFB declares a financial interest in Seaside Therapeutics. SWK, MS, CDC, MGC, JL, DK, LMK, and ISK report no biomedical financial interests. The authors declare no competing financial interests.

## Authors’ contributions

SWK and CDC collected and analyzed the data, and JDL and MHW performed qRT-PCR validation. SWK and MGC performed statistical analyses. MS provided *Tsc2* heterozygous mouse, and DK and MFB provided *Fmr1* knockout mouse. ISK and LMK conceived the study, and SWK, MS, and ISK wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 The 107 transcripts were differentially expressed in *Fmr1*-KO mice compared to wildtype littermates. These probesets were used for the hierarchical clustering analysis as showed in Figure 1A. The transcript that was assigned for uncharacterized gene was designated as ‘NA’ with the Affymetrix probeset identifiers (AffyID). The p-value was estimated from a linear model using genotype and tissue as predicting variables for each probeset. The q-value denotes the false discovery rate that were calculated from the distribution of p-values using Storey and Tibshirani’s (see Methods). Negative values in the fold changes represent down-regulated transcripts in transgenic mice. **Table S2.** The 115 transcripts were differentially expressed in *Tsc2* +/- mice compared to wildtype littermates. These probesets were used for the hierarchical clustering analysis as showed in Figure 1B. The transcript that was assigned for uncharacterized gene was designated as ‘NA’ with the Affymetrix probeset identifiers (AffyID). The p-value was estimated from a linear model using genotype and tissue as predicting variables for each probeset. The q-value denotes the false discovery rate that were calculated from the distribution of p-values using Storey and Tibshirani’s (see Methods). Negative values in the fold changes represent down-regulated transcripts in transgenic mice. Click here for file

## References

[B1] SchererSWDawsonGRisk factors for autism: translating genomic discoveries into diagnosticsHum Genet201113012314810.1007/s00439-011-1037-221701786

[B2] SchaafCPZoghbiHYSolving the autism puzzle a few pieces at a timeNeuron20117080680810.1016/j.neuron.2011.05.02521658575

[B3] AbrahamsBSGeschwindDHAdvances in autism genetics: on the threshold of a new neurobiologyNat Rev Genet2008934135510.1038/nrg234618414403PMC2756414

[B4] PattersonPHMaternal infection and immune involvement in autismTrends Mol Med20111738939410.1016/j.molmed.2011.03.00121482187PMC3135697

[B5] GrandjeanPLandriganPJDevelopmental neurotoxicity of industrial chemicalsLancet20063682167217810.1016/S0140-6736(06)69665-717174709

[B6] KohaneISMcMurryAWeberGMacFaddenDRappaportLKunkelLBickelJWattanasinNSpenceSMurphySChurchillSThe co-morbidity burden of children and young adults with autism spectrum disordersPLoS One20127e3322410.1371/journal.pone.003322422511918PMC3325235

[B7] HagermanRHoemGHagermanPFragile X and autism: intertwined at the molecular level leading to targeted treatmentsMol Autism201011210.1186/2040-2392-1-1220858229PMC2954865

[B8] HarrisonJEBoltonPFAnnotation: tuberous sclerosisJ Child Psychol Psychiatry19973860361410.1111/j.1469-7610.1997.tb01687.x9315970

[B9] SilvermanJLYangMLordCCrawleyJNBehavioural phenotyping assays for mouse models of autismNat Rev Neurosci20101149050210.1038/nrn285120559336PMC3087436

[B10] EyELeblondCSBourgeronTBehavioral profiles of mouse models for autism spectrum disordersAutism Research2011451610.1002/aur.17521328568

[B11] NieDDi NardoAHanJMBaharanyiHKramvisIHuynhTDaboraSCodeluppiSPandolfiPPPasqualeEBSahinMTsc2-Rheb signaling regulates EphA-mediated axon guidanceNat Neurosci20101316317210.1038/nn.247720062052PMC2812631

[B12] EhningerDHanSShilyanskyCZhouYLiWKwiatkowskiDJRameshVSilvaAJReversal of learning deficits in a Tsc2+/− mouse model of tuberous sclerosisNat Med20081484384810.1038/nm178818568033PMC2664098

[B13] BearMFTherapeutic implications of the mGluR theory of fragile X mental retardationGenes Brain Behav2005439339810.1111/j.1601-183X.2005.00135.x16098137

[B14] FatemiSHAldingerKAAshwoodPBaumanMLBlahaCDBlattGJChauhanAChauhanVDagerSRDicksonPEEstesAMGoldowitzDHeckDHKemperTLKingBHMartinLAMillenKJMittlemanGMosconiMWPersicoAMSweeneyJAWebbSJWelshJPConsensus paper: pathological role of the cerebellum in autismCerebellum20121177780710.1007/s12311-012-0355-922370873PMC3677555

[B15] JesteSSSahinMBoltonPPloubidisGBHumphreyACharacterization of autism in young children with tuberous sclerosis complexJ Child Neurol20082352052510.1177/088307380730978818160549

[B16] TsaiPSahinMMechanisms of neurocognitive dysfunction and therapeutic considerations in tuberous sclerosis complexCurr Opin Neurol20112410611310.1097/WCO.0b013e32834451c421301339PMC3059306

[B17] ButlerMGDasoukiMJZhouXPTalebizadehZBrownMTakahashiTNMilesJHWangCHStrattonRPilarskiREngCSubset of individuals with autism spectrum disorders and extreme macrocephaly associated with germline PTEN tumour suppressor gene mutationsJ Med Genet20054231832110.1136/jmg.2004.02464615805158PMC1736032

[B18] RedfernREDaouMCLiLMunsonMGerickeARossAHA mutant form of PTEN linked to autismProtein Sci2010191948195610.1002/pro.48320718038PMC2998728

[B19] McBrideKLVargaEAPastoreMTPriorTWManickamKAtkinJFHermanGEConfirmation study of PTEN mutations among individuals with autism or developmental delays/mental retardation and macrocephalyAutism Res2010313714110.1002/aur.13220533527

[B20] CuscoIMedranoAGenerBVilardellMGallasteguiFVillaOGonzalezERodriguez-SantiagoBVilellaEDel CampoMPerez-JuradoLAAutism-specific copy number variants further implicate the phosphatidylinositol signaling pathway and the glutamatergic synapse in the etiology of the disorderHum Mol Genet2009181795180410.1093/hmg/ddp09219246517PMC2671988

[B21] KelleherRJBearMFThe autistic neuron: troubled translation?Cell200813540140610.1016/j.cell.2008.10.01718984149

[B22] Neves-PereiraMMullerBMassieDWilliamsJHO'BrienPCHughesAShenSBClairDSMiedzybrodzkaZDeregulation of EIF4E: a novel mechanism for autismJ Med Genet20094675976510.1136/jmg.2009.06685219556253

[B23] BromleyRLMawerGClayton-SmithJBakerGAAutism spectrum disorders following in utero exposure to antiepileptic drugsNeurology2008711923192410.1212/01.wnl.0000339399.64213.1a19047565

[B24] GurpurPBLiuJBurkinDJKaufmanSJValproic acid activates the PI3K/Akt/mTOR pathway in muscle and ameliorates pathology in a mouse model of Duchenne muscular dystrophyAm J Pathol2009174999100810.2353/ajpath.2009.08053719179609PMC2665759

[B25] Dufour-RainfrayDVourc'hPLe GuisquetAMGarreauLTernantDBodardSJaumainEGulhanZBelzungCAndresCRChalonSGuilloteauDBehavior and serotonergic disorders in rats exposed prenatally to valproate: a model for autismNeurosci Lett2010470555910.1016/j.neulet.2009.12.05420036713

[B26] SharmaAHoefferCATakayasuYMiyawakiTMcBrideSMKlannEZukinRSDysregulation of mTOR signaling in fragile X syndromeJ Neurosci20103069470210.1523/JNEUROSCI.3696-09.201020071534PMC3665010

[B27] GrossCNakamotoMYaoXChanCBYimSYYeKWarrenSTBassellGJExcess phosphoinositide 3-kinase subunit synthesis and activity as a novel therapeutic target in fragile X syndromeJ Neurosci201030106241063810.1523/JNEUROSCI.0402-10.201020702695PMC2924772

[B28] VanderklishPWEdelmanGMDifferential translation and fragile X syndromeGenes Brain Behav2005436038410.1111/j.1601-183X.2005.00134.x16098135

[B29] AmaralDGSchumannCMNordahlCWNeuroanatomy of autismTrends Neurosci20083113714510.1016/j.tins.2007.12.00518258309

[B30] BaumanMLKemperTLNeuroanatomic observations of the brain in autism: a review and future directionsInt J Dev Neurosci20052318318710.1016/j.ijdevneu.2004.09.00615749244

[B31] InselTRFernaldRDHow the brain processes social information: searching for the social brainAnnu Rev Neurosci20042769772210.1146/annurev.neuro.27.070203.14414815217348

[B32] TsaiPTHullCChuYGreene-ColozziESadowskiARLeechJMSteinbergJCrawleyJNRegehrWGSahinMAutistic-like behaviour and cerebellar dysfunction in Purkinje cell Tsc1 mutant miceNature201248864765110.1038/nature1131022763451PMC3615424

[B33] HuberKMGallagherSMWarrenSTBearMFAltered synaptic plasticity in a mouse model of fragile X mental retardationProc Natl Acad Sci USA2002997746775010.1073/pnas.12220569912032354PMC124340

[B34] OndaHLueckAMarksPWWarrenHBKwiatkowskiDJTsc2(+/−) mice develop tumors in multiple sites that express gelsolin and are influenced by genetic backgroundJ Clin Invest199910468769510.1172/JCI731910491404PMC408440

[B35] KongSWCollinsCDShimizu-MotohashiYHolmIACampbellMGLeeIHBrewsterSJHansonEHarrisHKLoweKRSaadaAMoraAMadisonKHundleyREganJMcCarthyJEranAGaldzickiMRappaportLKunkelLMKohaneISCharacteristics and predictive value of blood transcriptome signature in males with autism spectrum disordersPLoS One20127e4947510.1371/journal.pone.004947523227143PMC3515554

[B36] StoreyJDTibshiraniRStatistical significance for genomewide studiesProc Natl Acad Sci USA20031009440944510.1073/pnas.153050910012883005PMC170937

[B37] SubramanianATamayoPMoothaVKMukherjeeSEbertBLGilletteMAPaulovichAPomeroySLGolubTRLanderESMesirovJPGene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profilesProc Natl Acad Sci USA2005102155451555010.1073/pnas.050658010216199517PMC1239896

[B38] BasuSNKolluRBanerjee-BasuSAutDB: a gene reference resource for autism researchNucleic Acids Res200937D832D83610.1093/nar/gkn83519015121PMC2686502

[B39] TocchettiAConfalonieriSScitaGDi FiorePPBetsholtzCIn silico analysis of the EPS8 gene family: genomic organization, expression profile, and protein structureGenomics20038123424410.1016/S0888-7543(03)00002-812620401

[B40] AscanoMJrMukherjeeNBandaruPMillerJBNusbaumJDCorcoranDLLangloisCMunschauerMDewellSHafnerMWilliamsZOhlerUTuschlTFMRP targets distinct mRNA sequence elements to regulate protein expressionNature201249238238610.1038/nature1173723235829PMC3528815

[B41] StamatakouEMarzoAGibbASalinasPCActivity-dependent spine morphogenesis: a role for the actin-capping protein Eps8J Neurosci2013332661267010.1523/JNEUROSCI.0998-12.201323392693PMC3590009

[B42] MennaEZambettiSMoriniRDonzelliADisanzaACalvigioniDBraidaDNicoliniCOrlandoMFossatiGCristina RegondiMPattiniLFrassoniCFrancoliniMScitaGSalaMFahnestockMMatteoliMEps8 controls dendritic spine density and synaptic plasticity through its actin-capping activityEMBO J201310.1038/emboj.2013.107PMC368073323685357

[B43] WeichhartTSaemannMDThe multiple facets of mTOR in immunityTrends Immunol20093021822610.1016/j.it.2009.02.00219362054

[B44] LeePSTsangSWMosesMATrayes-GibsonZHsiaoLLJensenRSquillaceRKwiatkowskiDJRapamycin-insensitive up-regulation of MMP2 and other genes in tuberous sclerosis complex 2-deficient lymphangioleiomyomatosis-like cellsAm J Respir Cell Mol Biol20104222723410.1165/rcmb.2009-0050OC19395678PMC2822984

[B45] EhningerDSanoYde VriesPJDiesKFranzDGeschwindDHKaurMLeeYSLiWLoweJKNakagawaJASahinMSmithKWhittemoreVSilvaAJGestational immune activation and Tsc2 haploinsufficiency cooperate to disrupt fetal survival and may perturb social behavior in adult miceMol Psychiatry201217627010.1038/mp.2010.11521079609PMC3118259

[B46] AshwoodPNguyenDVHesslDHagermanRJTassoneFPlasma cytokine profiles in Fragile X subjects: is there a role for cytokines in the pathogenesis?Brain Behav Immun20102489890210.1016/j.bbi.2010.01.00820102735PMC3626458

[B47] YuskaitisCJBeurelEJopeRSEvidence of reactive astrocytes but not peripheral immune system activation in a mouse model of fragile X syndromeBiochim Biophys Acta201018021006101210.1016/j.bbadis.2010.06.01520600866PMC2942952

[B48] NarayananUNalavadiVNakamotoMThomasGCemanSBassellGJWarrenSTS6K1 phosphorylates and regulates fragile X mental retardation protein (FMRP) with the neuronal protein synthesis-dependent mammalian target of rapamycin (mTOR) signaling cascadeJ Biol Chem2008283184781848210.1074/jbc.C80005520018474609PMC2441545

[B49] AuerbachBDOsterweilEKBearMFMutations causing syndromic autism define an axis of synaptic pathophysiologyNature2011480636810.1038/nature1065822113615PMC3228874

[B50] TavazoieSFAlvarezVARidenourDAKwiatkowskiDJSabatiniBLRegulation of neuronal morphology and function by the tumor suppressors Tsc1 and Tsc2Nat Neurosci200581727173410.1038/nn156616286931

[B51] ComeryTAHarrisJBWillemsPJOostraBAIrwinSAWeilerIJGreenoughWTAbnormal dendritic spines in fragile X knockout mice: maturation and pruning deficitsProc Natl Acad Sci U S A1997945401540410.1073/pnas.94.10.54019144249PMC24690

[B52] ChooAYKimSGVander HeidenMGMahoneySJVuHYoonSOCantleyLCBlenisJGlucose addiction of TSC null cells is caused by failed mTORC1-dependent balancing of metabolic demand with supplyMol Cell20103848749910.1016/j.molcel.2010.05.00720513425PMC2896794

[B53] LunnonKSattleckerMFurneySJCoppolaGSimmonsAProitsiPLuptonMKLourdusamyAJohnstonCSoininenHKłoszewskaIMecocciPTsolakiMVellasBGeschwindDLovestoneSDobsonRHodgesAdNeuroMed ConsortiumA blood gene expression marker of early Alzheimer's diseaseJ Alzheimers Dis2013337377532304221710.3233/JAD-2012-121363

[B54] QinMKangJSmithCBA null mutation for Fmr1 in female mice: effects on regional cerebral metabolic rate for glucose and relationship to behaviorNeuroscience2005135999100910.1016/j.neuroscience.2005.06.08116154294

# Supplementary material for: Divergent dysregulation of gene expression in murine models of fragile X syndrome and tuberous sclerosis
**Source:** Mol Autism. 2014 Feb 24;5:16. doi: 10.1186/2040-2392-5-16
**Supplement:** Additional file 1: Table S1 — The 107 transcripts were differentially expressed in Fmr1-KO mice compared to wildtype littermates. These probesets were used for the hierarchical clustering analysis as showed in Figure 1A. The transcript that was assigned for uncharacterized gene was designated as ‘NA’ with the Affymetrix probeset identifiers (AffyID). The p-value was estimated from a linear model using genotype and tissue as predicting variables for each probeset. The q-value denotes the false discovery rate that were calculated from the distribution of p-values using Storey and Tibshirani’s (see Methods). Negative values in the fold changes represent down-regulated transcripts in transgenic mice. Table S2. The 115 transcripts were differentially expressed in Tsc2 +/- mice compared to wildtype littermates. These probesets were used for the hierarchical clustering analysis as showed in Figure 1B. The transcript that was assigned for uncharacterized gene was designated as ‘NA’ with the Affymetrix probeset identifiers (AffyID). The p-value was estimated from a linear model using genotype and tissue as predicting variables for each probeset. The q-value denotes the false discovery rate that were calculated from the distribution of p-values using Storey and Tibshirani’s (see Methods). Negative values in the fold changes represent down-regulated transcripts in transgenic mice.

**Additional file 1: Table S1.** The 107 transcripts were differentially expressed in *Fmr1*-KO mice compared to wildtype littermates. These probesets were used for the hierarchical clustering analysis as showed in Figure 1A. The transcript that was assigned for uncharacterized gene was designated as ‘NA’ with the Affymetrix probeset identifiers (AffyID). The p-value was estimated from a linear model using genotype and tissue as predicting variables for each probeset. The q-value denotes the false discovery rate that were calculated from the distribution of p-values using Storey and Tibshirani’s (see Methods). Negative values in the fold changes represent down-regulated transcripts in transgenic mice.

**Additional file 1: Table S2.** The 115 transcripts were differentially expressed in *Tsc2 +/-* mice compared to wildtype littermates. These probesets were used for the hierarchical clustering analysis as showed in Figure 1B. The transcript that was assigned for uncharacterized gene was designated as ‘NA’ with the Affymetrix probeset identifiers (AffyID). The p-value was estimated from a linear model using genotype and tissue as predicting variables for each probeset. The q-value denotes the false discovery rate that were calculated from the distribution of p-values using Storey and Tibshirani’s (see Methods). Negative values in the fold changes represent down-regulated transcripts in transgenic mice.

How the deposited data were processed for this re-analysis (not part of the article)

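RNA from blood and from cerebellum of 5 Fmr1-KO and 5 WT mice, and of 3 Tsc2+/- and 3 WT mice, was measured on 32 Affymetrix Mouse Gene ST arrays, 1 for each mouse and tissue. The deposited values are intensities on the linear scale, which the authors made from the scanned arrays by quantile normalization at the probe level over all arrays and by the PLIER model for each probe set. The values range from 0.0002 to 314441, and 1.38% lie under 1. Under 16 lie 8.35% of the blood values and 4.06% of the cerebellum values, and there a small difference in intensity becomes a large one on the log2 scale.

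The platform's annotation gives 1 gene name for 21789 of the 35556 probe sets, several for 1621 and none for 12146. Current symbols came through the gene number for 21698 of the 21789. The groups were taken from the deposited labels, which the paper's methods describe except for sex, where the labels give female and the paper male. The intensities of Y-linked genes and of Xist argue against the labels. Gene positions come from a table of the GRCm38 assembly and were used only for the chromosome of a gene, since the files name no build.

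Values were put on the log2 scale with no offset. In R 4.3.3, limma 3.58.1 fitted each probe set with lmFit and eBayes, with tissue and genotype as terms in the comparisons over both tissues and genotype alone within a tissue. The WT mice of the 2 experiments were compared in the same way. The fits over both tissues had no mouse term, so the 2 arrays of a mouse count as independent. Probe sets were listed at an unadjusted p under 0.01, the paper's threshold, and at a Benjamini-Hochberg adjusted p under 0.05. Single genes were compared within a tissue by an exact permutation test of the mouse labels, and all tests are two-sided. Whether a genotype effect differs between tissues or between models was tested by the interaction term.

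Gene lists were scored with fgsea 1.28.0 on the signal-to-noise ratio, with a running-sum weight of 1 and 2000 random gene sets, for lists of 15 to 500 measured genes. Each gene was taken at the probe set with the highest mean. The lists were written before the data were examined, from textbook knowledge and after the paper's tables had been read, and the Reactome sets distributed with fgsea were scored beside them. The adjusted p of limma's camera with preset and with estimated correlation, and of fry, were computed for the same lists.

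The genes named in the text are those the paper names in its results. Beside them stand, for each comparison over both tissues, the 8 gene-named probe sets with the largest rise and the 8 with the largest fall among those at p under 0.01 with the same sign in both tissues. Within a tissue they are the 5 and 5 largest at that p whose groups do not overlap, and for gene lists the first genes of the leading edge. For genes picked by groups that do not overlap, the exact permutation p is fixed by that choice. The paper's tables had been seen when the rule for naming genes was written.

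The methods were tested on simulated data made from the real arrays. At p under 0.01 the fit over both tissues recovered 97% of genes changed 2-fold and 83.6% of those changed 1.5-fold in the Fmr1 experiment, and 92.5% and 62.7% in the Tsc2 experiment. Within a tissue the shares for 2-fold changes were 74.6% in Fmr1-KO blood, 95.5% in Fmr1-KO cerebellum, 61.2% in Tsc2+/- blood and 77.6% in Tsc2+/- cerebellum. At an adjusted p under 0.05 the comparison of Tsc2+/- blood recovered 0% at every fold. That of Tsc2+/- cerebellum recovered 0% at 1.5-fold and 2-fold and 56.1% at 4-fold. A single simulated list ranked first in each of 4 comparisons, but its fgsea adjusted p was 0.0524, 0.0182, 0.0556 and 0.0548. The criterion for this test, first an adjusted p under 0.05, was changed to the rank after that result was seen, because 2000 random sets limit how small p can be.

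The alternatives tried were other variance models, blocks for mouse and replicate number, other scalings and normalizations, filters on dim or unnamed probe sets, other thresholds, other rankings and tests of gene lists, and leaving out each mouse in turn. Some were added after the data had been seen: a mouse term on linear values, 20000 random gene sets, leaving out single arrays, and the methods' t-test on linear values. The authors' quantitative PCR is not among the deposited data and was left out, as were the Kyoto Encyclopedia gene sets and the list of autism candidate genes, which were not at hand.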

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

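The tests on gene lists and Reactome sets in Fmr1-KO cerebellum were chosen after the results were seen, apart from the test for blood left in the tissue, and so were all tests on T cell markers and immediate early genes in this part. A mouse far from the rest of its group is given with its gap to the nearest other mouse over the range of the group. Of 76 groups of 5 mice, 12 held such a mouse, where chance gives 3.8.

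Olfactory receptor genes, which blood and cerebellum hardly express, had a median intensity of 165 on the cerebellum array of Fmr1-KO mouse 1, against 53.7 to 85.4 on the other 4 (gap over range 0.715). The correlation of that array with its group was 0.852 against 0.968 to 0.982 (gap over range 0.892). Its score for long-term potentiation was 0.2411 against 0.5759 to 0.6945 (gap over range 0.738) and that for immediate early genes 0.5177 against 0.0858 to 0.1423 (gap over range 0.869). On it Fmr1 stood at 141.9 against 283.3 to 306.4 (gap over range 0.859) and Tsc2 at 1195 against 919.9 to 991.6 (gap over range 0.739). Genes of granule cells, the most numerous neurons of the cerebellum, leaned downward in Fmr1-KO cerebellum, with 3 higher and 17 lower of 20 (NES -2.18), and genes of choroid plexus and meninges leaned upward, with 20 higher and 0 lower of 20 (NES 1.92). Both had an adjusted p = 0.63 with an estimated correlation, and both still passed without that mouse, at -1.76 and 2.53.

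The pattern is that 27 gene lists passed in Fmr1-KO cerebellum, and without Fmr1-KO mouse 1 only 4 of them passed in the same direction, which fits 1 array with raised low signals as a candidate cause for most of them. WT mouse 1 also carries part of it, since 15 of the 27 lists and 62 of the 199 Reactome sets passed in the same direction without it, against 27 of the 199 without Fmr1-KO mouse 1, where 153 sets passed in all. A WT cerebellum under a Fmr1-KO label is argued against by its Fmr1 intensity of 141.9, the lowest of the 5. Quantile differences between the arrays cannot be judged as a cause from the 16 lists that passed after normalization within tissue. That count does not show whether the 16 are among the 27 or keep their direction. Without that normalization, other splits of the mice passed a median of 20 lists. Blood left in the cerebellum of Fmr1-KO mouse 1 is argued against as the source of its raised olfactory signals. The blood arrays had olfactory medians of 49 to 71.9, against 165 on that array. The erythroid gene Alas2 stood at 205.3, against 186.6 to 301.9 in the other Fmr1-KO cerebella and 16190 to 19250 in blood. For the gene lists blood stays open, since the erythroid markers of that array lay 0.38 above the mean of the other Fmr1-KO cerebella on the log2 scale. The scores were -1.44 against -2.04 to -1.6. That gap is under the bound of 0.5 set in advance, but by less than the spread. A response of the mouse itself was not tested.

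T cell genes, such as Cd3d and Thy1, leaned downward in Fmr1-KO blood (0 higher and 20 lower of 20, NES -2.27) and in Tsc2+/- blood (2 higher and 18 lower of 20, NES -2.73). The adjusted p was 0.95 and 0.88 with an estimated correlation, and ranked by log2 difference the Fmr1-KO list missed the threshold (NES -1.35, fgsea adjusted p = 0.91). No single mouse accounts for the lean in Fmr1-KO blood, where the NES was at highest -1.96 with 1 mouse left out, but in Tsc2+/- blood the call was lost without WT mouse 3 (NES -2.57, fgsea adjusted p = 0.065). Quantile differences are argued against by an adjusted p of 0.015 in Fmr1-KO and 0.013 in Tsc2+/- blood after normalization. In Tsc2+/- blood dilution by erythroid RNA is argued against by erythroid markers that leaned downward (NES -2.25). The adjusted p of the erythroid markers was 0.88 with an estimated correlation, and they missed the threshold without WT mouse 3 (NES -2.92, fgsea adjusted p = 0.065), where the same limit holds. In Fmr1-KO blood dilution stays open. Neutrophil markers lay 0.25 above the T cell median (0.003 against -0.242), but these medians have no spread. B cells (-0.148) and monocytes (-0.078) lay nearer, and all 14 platelet markers were lower. Erythroid markers leaned upward (NES 1.79), though no list passed there with an estimated correlation (smallest adjusted p = 0.95). A lower share of T cells in the mutant mice may be a biological explanation, which was not tested, and the lists alone cannot tell fewer cells from lower expression.

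Immediate early genes, which neurons switch on with activity, leaned downward in Tsc2+/- cerebellum, with 7 higher and 17 lower of 24 (NES -2.33, fgsea adjusted p = 0.0093, adjusted p = 0.37 with an estimated correlation). A single mouse is argued against by a highest adjusted p of 0.032 with 1 mouse left out, quantile differences by an adjusted p of 0.011 after normalization, and values near the floor by an adjusted p of 0.011 with dim genes left out. For 3 mice against 3 the splits are too few to judge chance, with a score of 2.332 in size for the real split, matched by 1 of 10 splits, and 1.539 for the highest other. Genotype and the time from handling to dissection may each explain the lean, and neither was tested.

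In Tsc2+/- blood, genes of monocytes and macrophages leaned upward, with 15 higher and 1 lower of 16 (NES 1.86, adjusted p = 0.88 with an estimated correlation). The call was lost without WT mouse 3 of the Tsc2 experiment (NES 1.1, fgsea adjusted p = 0.69). Fmr1-KO mouse 2 had a median of olfactory receptor genes in blood of 60.6 against 51.2 to 53 (gap over range 0.809). The correlation of the blood array of WT mouse 5 of the Fmr1 experiment with its group was 0.949 against 0.963 to 0.968 (gap over range 0.737). On the cerebellum array of WT mouse 1 of that experiment the correlation was 0.915 against 0.984 to 0.985 (gap over range 0.986), and Eps8 stood at 1813 against 1175 to 1266 (gap over range 0.857). The T cell score in blood was 1.172 in Fmr1-KO mouse 5 against 1.56 to 1.692 (gap over range 0.745) and 1.577 in WT mouse 2 against 1.765 to 1.84 (gap over range 0.715).

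The effect of the genotype differed between blood and cerebellum of Fmr1-KO mice for 3 probe sets with no gene name, 10339059 (log2 difference of the effects 9.47, limma adjusted p = 0.008), 10339844 (8.49, limma adjusted p = 0.00017) and 10342589 (10.88, limma adjusted p = 1.5e-07). In Tsc2+/- mice it differed for 10563915 and 10563929 (11.78 each, limma adjusted p = 0.0013 each). Between the models it differed in blood for 10342883 (-10.52, limma adjusted p = 0.0075) and in cerebellum for 10340657 (9.83, limma adjusted p = 0.0073). With 16 added before the log2, the adjusted p of these 7 was 1. In cerebellum it also differed for 10563959 (-3.43, limma adjusted p = 0.0073) and 10564209 (-4.81, limma adjusted p = 0.00026), and with 16 added they were at -3.29 and -4.66.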

How the results depend on the processing

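Some of the alternatives named here, the mouse term on linear values, the t-test on linear values and the single array left out, were chosen after the data had been seen. Counts over both tissues are called joint. At p under 0.01 limma listed 108 probe sets in joint Fmr1-KO, 155 in joint Tsc2+/-, 2806 in the WT comparison, 207 in Fmr1-KO blood, 70 in Fmr1-KO cerebellum, 106 in Tsc2+/- blood and 399 in Tsc2+/- cerebellum. At an adjusted p under 0.05 the counts were 1, 0, 17, 3, 0, 0 and 9 in that order. Within the tissues, in the order Fmr1-KO blood, Fmr1-KO cerebellum, Tsc2+/- blood and Tsc2+/- cerebellum, 7, 27, 12 and 16 gene lists and 26, 199, 89 and 93 Reactome sets passed, which is 3.73%, 28.6%, 12.8% and 13.3% of those tested; under other settings Reactome sets are given as this share. These counts moved by over 1.5 times under many settings. Of the 72 values of single genes under settings other than a left-out mouse, 71 kept direction and side of the threshold. Of 279 such values of single gene lists, 201 kept both, 75 missed the threshold and 3 turned. Where the threshold is an adjusted p, a single gene that keeps its side shows little in Tsc2+/- blood. There 0% of simulated changes were recovered at every fold. It also shows little in Tsc2+/- cerebellum for changes up to 2-fold. Recovery there was 0% at 1.5-fold and 2-fold and 56.1% at 4-fold. The size of a difference could still move, as for Grin3a in Fmr1-KO blood, from -5.86 to -0.92 with 16 added before the log2. Thresholds and filters change a count by their construction, and for the other settings the cause was not tested.

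With all 32 arrays in 1 fit, the counts at p under 0.01 were 298 in joint Fmr1-KO, 4928 in the WT comparison, 1092 in Fmr1-KO blood, 108 in Fmr1-KO cerebellum, 370 in Tsc2+/- blood and 114 in Tsc2+/- cerebellum. That fit gave counts at an adjusted p under 0.05 of 8 in joint Fmr1-KO, 2 in joint Tsc2+/-, 3853 in the WT comparison, 80 in Fmr1-KO blood, 1 in Fmr1-KO cerebellum, 5 in Tsc2+/- blood and 1 in Tsc2+/- cerebellum. Array weights gave 483 in joint Fmr1-KO, 480 in joint Tsc2+/-, 329 in Fmr1-KO blood, 587 in Fmr1-KO cerebellum, 1135 in Tsc2+/- blood and 2726 in Tsc2+/- cerebellum at p under 0.01. They gave 1 in joint Tsc2+/-, 1 in Fmr1-KO cerebellum and 5 in Tsc2+/- blood at an adjusted p under 0.05. Averaging an interaction over the tissues gave 181 in joint Fmr1-KO and 4472 in the WT comparison. Adjusted, it gave 4 in joint Fmr1-KO, 2 in joint Tsc2+/- and 2484 in the WT comparison. With trend and robust prior variance the count was 67 in Tsc2+/- blood, and 0 in Fmr1-KO blood, 1 in Fmr1-KO cerebellum and 3 in Tsc2+/- cerebellum when adjusted. Storey's q under 0.05 gave 32 in the WT comparison.

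Dim probe sets left out, the counts at p under 0.01 were 48 in joint Fmr1-KO, 39 in joint Tsc2+/-, 105 in Fmr1-KO blood, 15 in Fmr1-KO cerebellum, 28 in Tsc2+/- blood and 170 in Tsc2+/- cerebellum. The adjusted counts of that filter were 44 in the WT comparison, 0 in Fmr1-KO blood, 1 in Fmr1-KO cerebellum and 2 in Tsc2+/- cerebellum, and its correlation of genotype effects between the models in blood was -0.088, against -0.03. Only probe sets with 1 gene name gave 55 in joint Fmr1-KO, 69 in joint Tsc2+/-, 136 in Fmr1-KO blood, 23 in Fmr1-KO cerebellum, 55 in Tsc2+/- blood and 128 in Tsc2+/- cerebellum. Adjusted over these, the counts were 5 in the WT comparison, 0 in Fmr1-KO blood, 1 in Fmr1-KO cerebellum and 0 in Tsc2+/- cerebellum. On the linear scale there were 96 in joint Tsc2+/- at p under 0.01 and adjusted counts of 0 in Fmr1-KO blood, 1 in Fmr1-KO cerebellum and 1 in Tsc2+/- cerebellum. With 16 added before the log2 the adjusted counts were 0 in Fmr1-KO blood, 1 in Fmr1-KO cerebellum and 3 in Tsc2+/- cerebellum. Arrays quantile normalized again within tissue gave 131 in Fmr1-KO cerebellum at p under 0.01 and adjusted counts of 1 in Fmr1-KO blood and 4 in Tsc2+/- cerebellum.

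At p under 0.001 limma listed 5 in joint Fmr1-KO, 16 in joint Tsc2+/-, 278 in the WT comparison, 20 in Fmr1-KO blood, 6 in Fmr1-KO cerebellum, 25 in Tsc2+/- blood and 57 in Tsc2+/- cerebellum. The overlaps at that threshold were 0 between the models, 0 between Fmr1-KO and the WT comparison and 1 between Tsc2+/- and the WT comparison, against 1, 7 and 15. At p under 0.05 it listed 971 in joint Fmr1-KO, 1016 in joint Tsc2+/-, 8359 in the WT comparison, 1244 in Fmr1-KO blood, 592 in Fmr1-KO cerebellum, 760 in Tsc2+/- blood and 1757 in Tsc2+/- cerebellum. There the 3 overlaps were 31, 279 and 214, where independent lists share 27.7, 228 and 239. The methods' linear model without moderation gave overlaps with the WT comparison of 15 and 23. The methods' t-test within a tissue gave 132 in Fmr1-KO blood and 183 in Tsc2+/- cerebellum, and adjusted counts of 0 in Fmr1-KO blood and 0 in Tsc2+/- cerebellum. On linear values that test gave 185 in Tsc2+/- cerebellum, and adjusted counts of 0 in Fmr1-KO blood and 0 in Tsc2+/- cerebellum.

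A mouse term on linear values gave 1548 in the WT comparison at p under 0.01 and adjusted counts of 0 in joint Fmr1-KO and 0 in the WT comparison. Its overlaps with the WT comparison were 15 and 24. Keeping only probe sets whose mouse term had a p of 0.01 or more gave 1486 in the WT comparison and adjusted counts of 0 in joint Fmr1-KO and 0 in the WT comparison. In that fit 15% of the Fmr1-KO list had no tissue difference and 9 arrays of the Fmr1 experiment were out of place, against 26.9% and 4. The share was 17.6% at a tissue p of 0.05 or more and 18.5% at a tissue adjusted p of 0.05 or more. Arrays out of place were 9 in the Fmr1 experiment with complete linkage. Ward's linkage put 6 out of place there and 0 in the Tsc2 experiment, against 2. Without the blood array of WT mouse 3 of the Tsc2 experiment alone, the WT comparison listed 1485.

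With the replicate number as a block (replicate block), the adjusted counts were 1 in Fmr1-KO blood and 2 in Tsc2+/- blood, against 3 and 0, and no other count moved by over 1.5 times. Same-numbered mutant and WT mice deviated from their group means with correlations of -0.14 to 0.15 in Fmr1 blood, -0.01 to 0.4 in Fmr1 cerebellum, -0.28 to 0.33 in Tsc2 blood and -0.23 to 0.55 in Tsc2 cerebellum. The mice that correlated best with their own number were 1 of 5, 1 of 5, 1 of 3 and 2 of 3, so they share only a number.

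Camera with an estimated correlation passed 0 in Fmr1-KO blood, 0 in Fmr1-KO cerebellum, 0 in Tsc2+/- blood and 0 in Tsc2+/- cerebellum among the gene lists. Of the Reactome sets it passed 0% in Fmr1-KO blood, 0% in Fmr1-KO cerebellum, 0% in Tsc2+/- blood and 0% in Tsc2+/- cerebellum. Camera with a preset correlation passed 4 in Fmr1-KO blood among the lists and 0.143% in Fmr1-KO blood and 6.74% in Tsc2+/- cerebellum among Reactome sets. For fry the gene lists were 0 in Fmr1-KO blood, 0 in Fmr1-KO cerebellum, 0 in Tsc2+/- blood and 1 in Tsc2+/- cerebellum. Its shares of Reactome sets were 0% in Fmr1-KO blood, 0% in Fmr1-KO cerebellum, 0% in Tsc2+/- blood and 0% in Tsc2+/- cerebellum. Ranking by log2 difference passed 0 in Fmr1-KO blood among the lists and 0% in Fmr1-KO blood, 12.9% in Fmr1-KO cerebellum and 5.45% in Tsc2+/- cerebellum among Reactome sets. Ranking by limma's moderated statistic passed 4 in Fmr1-KO blood and 0% in Fmr1-KO blood and 22% in Tsc2+/- blood. With a weight of 0, the shares of Reactome sets were 2.15% in Fmr1-KO blood, 56% in Fmr1-KO cerebellum, 36.2% in Tsc2+/- blood and 23% in Tsc2+/- cerebellum. Without dim genes the lists were 3 in Fmr1-KO blood, 12 in Fmr1-KO cerebellum and 7 in Tsc2+/- cerebellum. Without them the shares of Reactome sets were 0% in Fmr1-KO blood, 12.6% in Fmr1-KO cerebellum, 0% in Tsc2+/- blood and 4.37% in Tsc2+/- cerebellum. After quantile normalization within tissue, lists were 16 in Fmr1-KO cerebellum and Reactome sets 7.32% in Fmr1-KO blood, 18.5% in Fmr1-KO cerebellum and 20.2% in Tsc2+/- blood. The nearest Reactome set had the opposite sign for cell communication in Fmr1-KO cerebellum (-1.45), cytokines in Tsc2+/- cerebellum (-0.84) and cell communication there (-1.23).

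Leaving out 1 mouse at a time, counts at p under 0.01 were 72 to 171 in joint Fmr1-KO (without Fmr1-KO mouse 5 and Fmr1-KO mouse 4), 90 to 318 in joint Tsc2+/- (without Tsc2+/- mouse 2 and Tsc2-WT mouse 1), 962 to 4321 in the WT comparison (without Tsc2-WT mouse 2 and Fmr1-WT mouse 1) and 161 to 405 in Fmr1-KO blood (without Fmr1-WT mouse 1 and Fmr1-KO mouse 4). With 1 mouse left out within a tissue they were 53 to 128 in Fmr1-KO cerebellum (without Fmr1-WT mouse 5 and Fmr1-KO mouse 1), 104 to 422 in Tsc2+/- blood (without Tsc2+/- mouse 3 and Tsc2-WT mouse 3) and 233 to 782 in Tsc2+/- cerebellum (without Tsc2+/- mouse 2 and Tsc2-WT mouse 1). Adjusted counts with 1 mouse left out were 0 to 26 in the WT comparison (without Fmr1-WT mouse 2 and Tsc2-WT mouse 1), 3 to 7 in Fmr1-KO blood (without Fmr1-KO mouse 3 and Fmr1-WT mouse 3), 0 to 1 in Fmr1-KO cerebellum (without Fmr1-KO mouse 2 and Fmr1-KO mouse 1), 0 to 2 in Tsc2+/- blood (without Tsc2+/- mouse 1 and Tsc2-WT mouse 2) and 0 to 9 in Tsc2+/- cerebellum (without Tsc2-WT mouse 2 and Tsc2-WT mouse 3). Probe sets whose genotype effect differed between tissues numbered 2 to 7 in the Fmr1 experiment (without Fmr1-KO mouse 5 and Fmr1-KO mouse 1), 3 to 10 in the Tsc2 experiment (without Tsc2-WT mouse 2 and Tsc2-WT mouse 3), and 0 to 5 between the models in blood (without Tsc2+/- mouse 3 and Tsc2-WT mouse 3). Overlaps were 0 to 2 between the models (without Fmr1-KO mouse 1 and Fmr1-KO mouse 2), 5 to 24 for Fmr1-KO and the WT comparison (without Fmr1-KO mouse 5 and Fmr1-KO mouse 4) and 7 to 65 for Tsc2+/- (without Tsc2+/- mouse 1 and Tsc2-WT mouse 1). The share with no tissue difference in Fmr1-KO mice was 18.2% to 31.9% (without Fmr1-WT mouse 3 and Fmr1-KO mouse 5), and that higher in cerebellum in Tsc2+/- mice 35.5% to 58.3% (without Tsc2-WT mouse 1 and Tsc2+/- mouse 1). Arrays out of place were 2 to 7 in the Fmr1 experiment and 0 to 0 in the Tsc2 experiment. Correlations of genotype effects were -0.03 to 0.074 between the tissues of Fmr1-KO mice, -0.051 to 0.043 between those of Tsc2+/- mice, -0.081 to 0.038 between the models in blood and 0.121 to 0.345 in cerebellum (without Tsc2+/- mouse 2 and Tsc2+/- mouse 3). Gene lists that passed numbered 3 to 16 in Fmr1-KO blood (without Fmr1-WT mouse 1 and Fmr1-WT mouse 5), 8 to 32 in Fmr1-KO cerebellum (without Fmr1-KO mouse 1 and Fmr1-KO mouse 2) and 0 to 18 in Tsc2+/- blood (without Tsc2-WT mouse 3 and Tsc2-WT mouse 2). The shares of Reactome sets that passed were 0% to 34.9% in Fmr1-KO blood (without Fmr1-KO mouse 2 and Fmr1-WT mouse 5), 10.6% to 48.6% in Fmr1-KO cerebellum (without Fmr1-WT mouse 1 and Fmr1-KO mouse 2), 0% to 30% in Tsc2+/- blood (without Tsc2+/- mouse 1 and Tsc2-WT mouse 1) and 0% to 20.4% in Tsc2+/- cerebellum (without Tsc2+/- mouse 1 and Tsc2-WT mouse 1). The NES of neuroactive receptors in Fmr1-KO cerebellum ran from -0.78 (without Fmr1-KO mouse 1) to 1.96 and that of oxidative phosphorylation in Tsc2+/- cerebellum from -0.83 (without Tsc2+/- mouse 3) to 2.79. Cell communication in Tsc2+/- cerebellum ran from -0.66 (without Tsc2-WT mouse 2) to 2.18, ribosomal proteins in Tsc2+/- blood from -0.96 (without Tsc2-WT mouse 3) to 2.42 and the cell cycle there from -2.2 to 0.81 (without Tsc2-WT mouse 3). The log2 difference in Fmr1-KO cerebellum ran from -0.11 to 0.04 for Eps8 (without Fmr1-WT mouse 1) and from -0.1 to 0.05 for Grin3a (without Fmr1-WT mouse 1).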

Differences from the paper's values

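The fit with a mouse term on linear values, the t-test on linear values and the single array left out were chosen after seeing the values, and the other alternatives named here were set before the data were examined. A setting is said to close a gap when it brings a count, share or p to within 1.5 times the paper's, or a score of the same sign to within the SD over left-out mice, and this does not make the 2 values equal.

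The paper gives 1486 probe sets for the WT comparison, and 2806 were listed here. Quantile normalization within tissue, with 1136 higher and 981 lower, closes the gap to within 1.5 times, as do 6 of the 9 settings that leave out a mouse or an array. The methods' linear model, the averaged interaction, the mouse as a random block, the fit of all 32 arrays, 16 added before the log2, the linear scale, median centring, both filters, array weights, the trended prior variance and the other thresholds do not. The mouse term on linear values, chosen after seeing the values, gives 1548, and 1486 when probe sets with a mouse term p under 0.01 are dropped. The setting with probe sets dropped lists 107 probe sets in Fmr1-KO and 115 in Tsc2+/- mice, all of them those that the paper lists, with each p within 1% of the paper's, and so drops 0 of the 107 and 0 of the 115. The lists of this work hold 22 of the 107 and 42 of the 115 at p under 0.01, and 82 and 93 at p under 0.05, with the direction the same for 106 and 115.

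The paper finds no tissue difference for 15.0% of the Fmr1-KO list, and the share here was 26.9%. A tissue p of 0.05 or more (17.6%) and a tissue adjusted p of 0.05 or more (18.5%) bring it to within 1.5 times, as do 3 of the 10 settings with a mouse left out and the mouse term on linear values, chosen after seeing the values, which drops 0 of the paper's 107.

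For Fmr1 the paper gives an unadjusted p of 8.9e-06 (rounded to 2 digits) and a false discovery rate of 0.29, and limma gave 9.9e-09 and an adjusted p of 0.00035. The methods' linear model, 16 added, quantile normalization, the linear scale and the replicate block leave both gaps open. The mouse term on linear values, chosen after seeing the values, gives 8.9e-06 and a Storey q of 0.29, and drops 0 of the paper's 107.

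For Eps8l1 in Tsc2+/- mice the paper gives p of 0.07 in blood and 0.06 in cerebellum, where limma gave 0.022 and 0.02 (exact permutation p = 0.1 in each). The methods' t-test, the same test on linear values (chosen after seeing the values), the linear scale, the replicate block and 4 of the 6 left-out mice close each gap, and 16 added and quantile normalization do not. For Il7r in cerebellum the paper gives 0.011 in Tsc2+/- and 0.013 in Fmr1-KO mice, where limma gave 0.0069 and 0.0031. Quantile normalization and the replicate block close the first and the methods' t-test and 1 of the 10 left-out mice the second, and the other settings of each do not. For Tsc2 in Fmr1-KO blood the paper gives 0.0045 and limma gave 0.029. The methods' t-test on either scale closes that gap, and 16 added, quantile normalization, the linear scale and the replicate block do not.

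The enrichment scores compare lists written for this work with the paper's pathways, whose gene sets were not at hand. Of 37 scores, 29 had the paper's sign, 8 the opposite sign of Table 1, 18 lay within the error and 33 passed here. Figure 2 of the paper colours these 8, apart from natural killer cytotoxicity, as lower, the sign found here. In Fmr1-KO cerebellum the paper gives -2.15 for long-term potentiation and the score here was -2.57, a gap that leaving out dim genes, quantile normalization and 2 of the 10 left-out mice close and the other rankings, weight and probe set choice do not. The paper gives 2.72 for cytokines (here 2.05), 2.32 for complement (1.96) and 2.07 for Jak-STAT signaling (1.33), which no alternative closes, apart from 3 of the 10 left-out mice for complement. It gives 2.09 for hematopoietic cell lineage (1.75), which a weight of 0 closes, 2.14 for cell communication (1.73), which leaving out dim genes closes, and 1.81 for arachidonic acid metabolism (1.54), which the moderated statistic, the mean over probe sets, leaving out dim genes and the linear scale close, while the other settings of the 3 do not, apart from 2, 5 and 4 of the 10 left-out mice. In Tsc2+/- mice the paper gives 2.37 for cytokines in cerebellum (here 1.75), which 1 of the 6 left-out mice alone closes. In Tsc2+/- blood it gives 1.92 for Alzheimer disease secretases (1.05), which ranking by log2 difference closes, and 1.85 for B cell receptor signaling (1.58) and 2.16 for lysosomal glycan degradation (1.84), which the moderated statistic and quantile normalization close, while the others do not, apart from 2 of the 6 left-out mice for the last.

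Scores of opposite sign in Fmr1-KO cerebellum were those of natural killer cytotoxicity (paper 1.70, here -1.16), phosphatidylinositol signaling (paper 1.77, here -2.32), insulin signaling (paper 1.80, here -2.03), the citrate cycle (paper 1.93, here -2.05), glutamate metabolism (paper 1.87, here -1.71), ubiquitin mediated proteolysis (paper 1.78, here -1.95) and SNARE interactions (paper 1.84, here -1.85). In Fmr1-KO blood phosphatidylinositol signaling had 1.78 in the paper and -1.76 here. Ranking by log2 difference and by the moderated statistic closes the gap for natural killer cytotoxicity, as do 2 of the 10 left-out mice. Of the other 7, 1 left-out mouse closes that of ubiquitin mediated proteolysis and 1 that of SNARE interactions, and no other alternative closes any. Figure 2 of the paper colours these 7 as lower, the sign found here, while Table 1 gives positive scores. Compared by size alone, the gap of each lies within the error, apart from phosphatidylinositol signaling in cerebellum (error 0.33). The error of that list in blood is 0.12.

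The leading edges of phosphatidylinositol signaling in the 2 tissues share 8 genes in the paper and 15 here, with no alternative run. The paper names Eps8l1 as the gene in both lists, and limma listed it in Tsc2+/- mice alone, while the mouse term on linear values, chosen after seeing the values, lists it in both. The paper finds no gene past multiple testing, and Fmr1 passed here, though not with the mouse term on linear values, chosen after seeing the values. It finds no gene of the WT comparison in its pathways, and 172 of 1847 genes of the lists that passed here had an unadjusted p under 0.01 there.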

Other observations

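Splits of the mice were fixed in advance for the clustering and the correlations of genotype effects, and those for the counts, gene sets and interactions were run after the results had been seen. T cell genes leaned downward in Fmr1-KO blood (0 higher and 20 lower of 20, NES -2.27, fgsea adjusted p = 0.0081, adjusted p = 0.95 with an estimated correlation), though not when ranked by log2 difference (NES -1.35, fgsea adjusted p = 0.91), and no gene passed when adjusted. Lat, an adaptor of the T cell receptor, had an intensity of 1450 ± 157 (SD, n = 5) against 1770 ± 121 (SD, n = 5) in WT blood (log2 difference -0.29, exact permutation p = 0.0079). Thy1, a surface protein of T cells, stood at 1150 ± 200 (SD, n = 5) against 1440 ± 82.8 (SD, n = 5) (-0.34, exact permutation p = 0.016), and Klrb1c, a receptor of natural killer cells, at 202 ± 117 (SD, n = 5) against 533 ± 169 (SD, n = 5) (-1.56, exact permutation p = 0.016). Of 73 genes for natural killer cytotoxicity, 12 were higher and 61 lower, 11 of the lower at an unadjusted p under 0.05 (NES -1.99, fgsea adjusted p = 0.0081, adjusted p = 0.95 with an estimated correlation). In Tsc2+/- blood Cd28, a costimulatory receptor of T cells, stood at 3430 ± 493 (SD, n = 3) against 5350 ± 1720 (SD, n = 3), and Klrc3, a receptor of natural killer cells, at 294 ± 65 (SD, n = 3) against 68.3 ± 26.6 (SD, n = 3) (exact permutation p = 0.1 each). Itgam, an integrin of myeloid cells, stood at 4050 ± 2780 (SD, n = 3) against 1470 ± 330 (SD, n = 3) (exact permutation p = 0.2).

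In Tsc2+/- cerebellum Fos had an intensity of 271 ± 8.86 (SD, n = 3) against 558 ± 34.5 (SD, n = 3) in WT cerebellum (log2 difference -1.04, standard error 0.11), and Dusp1, a phosphatase that stops MAP kinases, 839 ± 191 (SD, n = 3) against 1700 ± 25.1 (SD, n = 3) (-1.04, exact permutation p = 0.1 each). Jun stood at 1090 ± 51 (SD, n = 3) against 1560 ± 10.7 (SD, n = 3) and Nr4a1, a nuclear receptor of the same early response, at 420 ± 33.4 (SD, n = 3) against 774 ± 86.2 (SD, n = 3) (exact permutation p = 0.1 each). Adjusted over the list alone, 5 immediate early genes were lower. In Fmr1-KO cerebellum Fos stood at 635 ± 188 (SD, n = 5) against 431 ± 124 (SD, n = 5) (exact permutation p = 0.04), and 20 of 24 genes of the list were higher (NES 1.59, fgsea adjusted p = 0.048, adjusted p = 0.63 with an estimated correlation), with the cerebellum array of Fmr1-KO mouse 1 standing apart from the other 4 (correlation 0.852 against 0.968 to 0.982) and the call lost without it (NES 1.5, fgsea adjusted p = 0.2). Genes whose mRNA FMRP binds leaned downward in Fmr1-KO cerebellum, with 2 higher and 31 lower of 33 (NES -2.21, fgsea adjusted p = 0.0052, adjusted p = 0.63 with an estimated correlation), and at -1.77 without that mouse. Markers of granule cells (NES -2.18, and -1.76 without it) and Purkinje cells (NES -1.8, and -1.17 with fgsea adjusted p = 0.53 without it) leaned the same way, each with an adjusted p = 0.63 with an estimated correlation. Ifi27l2a, an interferon-induced gene, stood at 81 ± 10.4 (SD, n = 5) against 55.6 ± 7.07 (SD, n = 5) and Prr16 at 437 ± 20.1 (SD, n = 5) against 662 ± 151 (SD, n = 5) (exact permutation p = 0.0079 each). Both were picked because their groups do not overlap, which fixes that p, so it adds no support. At an adjusted p under 0.05 limma passed 0 probe sets in Fmr1-KO cerebellum.

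Within the tissues limma listed 207 probe sets at p under 0.01 in Fmr1-KO blood, 42 higher and 165 lower, and 70 in Fmr1-KO cerebellum, 16 higher and 54 lower. In Tsc2+/- mice it listed 106 in blood, 61 higher and 45 lower, and 399 in cerebellum, 127 higher and 272 lower. After quantile normalization within tissue the splits were 123 higher and 108 lower, 41 and 90, 56 and 72, and 280 and 306, in the same order, and on the linear scale Tsc2+/- blood had 103 and 34. Median centring gave 73 and 119 in Fmr1-KO blood, 57 and 73 in Tsc2+/- blood and 201 and 251 in Tsc2+/- cerebellum. Without Fmr1-KO mouse 4 the count in Fmr1-KO blood was 405. In Fmr1-KO cerebellum it was 128 without Fmr1-KO mouse 1 and 107 without Fmr1-KO mouse 3. The count of Tsc2+/- blood was 422 without WT mouse 3, and that of Tsc2+/- cerebellum was 641 and 233 without Tsc2+/- mice 1 and 2 and 782 and 251 without WT mice 1 and 2. At an adjusted p under 0.05 limma passed 3 probe sets in Fmr1-KO blood and 9 in Tsc2+/- cerebellum, none with a gene name, and 0 in Fmr1-KO cerebellum and Tsc2+/- blood, where 592 and 760 had an unadjusted p under 0.05.

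Other splits of the same mice test these counts against chance. Their shares were not corrected for the number of split tests. Chance is argued against for the joint Fmr1-KO count at an adjusted p under 0.05 (1, highest other split 0, as large in 1 of 100). That 1 probe set is Fmr1 itself. The splits also argue against chance for the WT comparison at p under 0.01 (2806, highest other 4769, as large in 2 of 56) and at an adjusted p under 0.05 (17, highest other 5, as large in 1). With 1 mouse left out these 2 counts ran from 962 to 4321 and from 0 to 26. For the joint Fmr1-KO count at p under 0.01 chance cannot be excluded (108, highest other split 1126, as large in 68 of 100). In Fmr1-KO blood the same holds at p under 0.01 (207, highest other 1183, as large in 44) and adjusted (3, highest other 23, as large in 14). In Fmr1-KO cerebellum it holds at p under 0.01 (70, highest other 1319, as large in 61). An adjusted count of 0, as in Fmr1-KO cerebellum (highest other 3), joint Tsc2+/- (highest other 1) and Tsc2+/- blood (highest other 10), is not tested by splits, since every split is as large (100 of 100, 10 of 10 and 10 of 10). Splits that list several times the real count point to a structure of the samples, such as the split of Fmr1-KO mice 3 and 4 and WT mice 1, 2 and 3 from the rest. For 3 mice against 3 the 10 splits are too few for a share under 0.05. The joint Tsc2+/- count was 155 (highest other 1594, as large in 5 splits), Tsc2+/- blood had 106 (highest other 804, as large in 9), and Tsc2+/- cerebellum 399 (highest other 2862, as large in 3) and adjusted 9 (highest other 3, as large in 1).

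For gene sets, chance cannot be excluded by the splits in Fmr1-KO blood (7 lists, highest other split 34, as large in 65 of 100, and 26 Reactome sets, highest other 446, as large in 71). The same holds in Fmr1-KO cerebellum (27 lists, highest other 36, as large in 32, and 199 Reactome sets, highest other 518, as large in 70). In Tsc2+/- mice the splits are too few, with 12 lists in blood (highest other 18, as large in 4), 89 Reactome sets (highest other 332, as large in 5), 16 lists in cerebellum (highest other 21, as large in 7) and 93 Reactome sets (highest other 386, as large in 8). Chance cannot be excluded for the 3 probe sets whose genotype effect differed between the tissues of Fmr1-KO mice (highest other split 22, as large in 21), nor for the 1 and 3 that differed between the models in blood (highest other 18, as large in 41) and cerebellum (highest other 4, as large in 10). For the 2 of Tsc2+/- mice the splits are too few (highest other 33, as large in 8). Chance cannot be excluded for the correlations of genotype effects between the models in blood (-0.03, highest other 0.126, as high in 74) and cerebellum (0.237, highest other 0.614, as high in 17) and between the tissues of Fmr1-KO mice (0.017, highest other 0.198, as high in 40). For Tsc2+/- mice the splits are too few (-0.019, highest other 0.191, as high in 9). Clustering put 4 arrays of the Fmr1 experiment out of place, which chance can give (fewest other split 0, as few in 92), and 2 of the Tsc2 experiment, where the splits are too few (fewest other 0, as few in 10).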
